# Endothelial Sp1/Sp3 are essential to the effect of captopril on blood pressure in male mice

**DOI:** 10.1038/s41467-023-41567-1

**Published:** 2023-09-21

**Authors:** Hanlin Lu, Xiuxin Jiang, Lifan He, Xuyang Ji, Xinyun Li, Shaozhuang Liu, Yuanyuan Sun, Xiaoteng Qin, Xiwen Xiong, Sjaak Philipsen, Bo Xi, Meng Zhang, Jianmin Yang, Cheng Zhang, Yun Zhang, Wencheng Zhang

**Keywords:** Hypertension, Vascular diseases

## Abstract

Endothelial dysfunction represents a major cardiovascular risk factor for hypertension. Sp1 and Sp3 belong to the specificity protein and Krüppel-like transcription factor families. They are ubiquitously expressed and closely associated with cardiovascular development. We investigate the role of Sp1 and Sp3 in endothelial cells in vivo and evaluate whether captopril, an angiotensin-converting enzyme inhibitor (ACEI), targets Sp1/Sp3 to exert its effects. Inducible endothelial-specific Sp1/Sp3 knockout mice are generated to elucidate their role in endothelial cells. Tamoxifen-induced deletion of endothelial Sp1 and Sp3 in male mice decreases the serum nitrite/nitrate level, impairs endothelium-dependent vasodilation, and causes hypertension and cardiac remodeling. The beneficial actions of captopril are abolished by endothelial-specific deletion of Sp1/Sp3, indicating that they may be targets for ACEIs. Captopril increases Sp1/Sp3 protein levels by recruiting histone deacetylase 1, which elevates deacetylation and suppressed degradation of Sp1/Sp3. Sp1/Sp3 represents innovative therapeutic target for captopril to prevent cardiovascular diseases.

## Abstract (web summary)

Hypertension is the leading risk factor for cardiovascular disease, which represents the top cause of morbidity and mortality worldwide. Here, the authors show deletion of endothelial Sp1 and Sp3 leads to a disruption in endothelium-dependent vasodilation and the onset of hypertension, which abolishes the beneficial actions of captopril.

## Introduction

Hypertension is the leading risk factor for cardiovascular disease, which represents the top cause of morbidity and mortality worldwide^1,2^. Despite extensive recent studies discussing the multifactorial nature of hypertension, it is important to further explore its pathogenesis and search for new therapeutic targets^3–6^. Among the numerous etiologies of hypertension, endothelial dysfunction is a common cause and is considered a precursor to the development of micro- and macro-vascular complications^7^. The endothelium is a selective permeable barrier between the bloodstream and the outer vascular wall, but also functions as a critical homeostatic organ, fundamental for regulating vascular tone and blood pressure^8^. AMP-activated protein kinase (AMPK) plays an important role in various physiological and pathological processes. AMPK downregulates the expression of caveolin-1 and increases endothelial nitric oxide synthase (eNOS) activity^9^. However, the mechanisms involved in regulating AMPK expression remain to be explored.

Epigenomics is one of the latest approaches used in hypertension research^6^. Sp1 and Sp3 are members of the specificity protein/Krüppel-like factor (Sp/KLF) transcription factor family, which comprises proteins with three zinc fingers and recognizes G-rich promoter elements (GC-box and the related GT-box). Sp1 and Sp3 are ubiquitously expressed in mammalian cell types^10–12^. Sp1-knockout mice did not survive beyond embryonic day 10.5 and showed a broad range of abnormalities^11^. Sp3-knockout mice were growth retarded, which resulted in death prenatally or at birth due to complications including cardiac malformations^12,13^. In vivo, deletion of the Sp genes revealed distinct functions of Sp1 and Sp3; however, they have also shown overlapping functions in the early developmental stages in the hematopoietic system^13,14^. Endothelial Sp1/Sp3 regulated angiogenesis in retinal, pathological, and tumor models^15^. Considering the significance of Sp1/Sp3 in cardiovascular development and angiogenesis, their role in endothelial cells and related vascular diseases require further investigation.

The endothelium is increasingly becoming a surrogate endpoint of the therapeutic approach against cardiovascular risk factors, as demonstrated by its inclusion among markers of organ damage^16^. Several cardiovascular drugs, including angiotensin-converting enzyme inhibitor (ACEI), ameliorate endothelial dysfunction by their supposed pleiotropic and ancillary properties^17,18^. ACEIs are important therapeutic agents widely used for treating cardiovascular and renal diseases, with proven effects in patients worldwide^19–22^. ACEIs inhibit Ang II release and bradykinin inactivation; however, the clinical benefits of these actions have not been completely elucidated. Apart from their effects on ACE, ACEIs have a direct effect on the bradykinin B1 receptor to elevate NO release from endothelial cells^23^, although the detailed mechanism is unclear. We have recently reported the proangiogenic effect of ACEI was abolished in Sp1/Sp3-deletion mice^15^. Here, we aimed to elucidate whether captopril, a clinical ACEI, exerts its antihypertensive effects by targeting endothelial Sp1 and Sp3.

Here, we show that targeted deletion of endothelial Sp1 and Sp3 in male mice leads to a reduction in serum nitrite/nitrate levels, a disruption in endothelium-dependent vasodilation, and the onset of hypertension and cardiac remodeling. Furthermore, the favorable effects of captopril are negated by the endothelial deletion of Sp1/Sp3.

## Results

### Sp1 and Sp3 are reduced in the arteries of hypertensive patients and angiotensin II (Ang II)–induced hypertensive mice

To determine whether Sp1 and Sp3 are involved in the pathogenesis of endothelial dysfunction and hypertension, we detected their expression in the endothelium of mesenteric arteries from hypertensive patients and hypertensive mouse arteries. Immunofluorescence (IF) staining revealed that Sp1 and Sp3 were mainly expressed in the endothelial nucleus upon colocalization of Sp1/Sp3 with DAPI (Fig. 1A–F). In the endothelium of mesenteric arteries from patients with hypertension, Sp1 and Sp3 were notably downregulated when compared to those from healthy individuals (Fig. 1A–C). The levels of Sp1 and Sp3 also decreased in the aortic endothelial cells of Ang II-induced hypertensive mice (Fig. 1D–F). mRNA levels of Sp1 and Sp3 were not influenced by Ang II in isolated mouse aortic endothelial cells (MAECs) (Fig. S1A). Thus, Sp1/Sp3 may be involved in the pathogenesis of hypertension. Given the critical roles of Ang II, endothelin-1 (ET-1), and H_2_O_2_ in hypertension and vascular diseases, we aimed to explore whether they regulate the expression of Sp1 and Sp3 in endothelial cells. In cultured human umbilical vein endothelial cells (HUVECs), Ang II, ET-1, or H_2_O_2_ markedly decreased Sp1 and Sp3 expression (Fig. 1G–I). Therefore, the reduction of Sp1 and Sp3 expression may crucially contribute to endothelial dysfunction and hypertension.

**Fig. 1:**
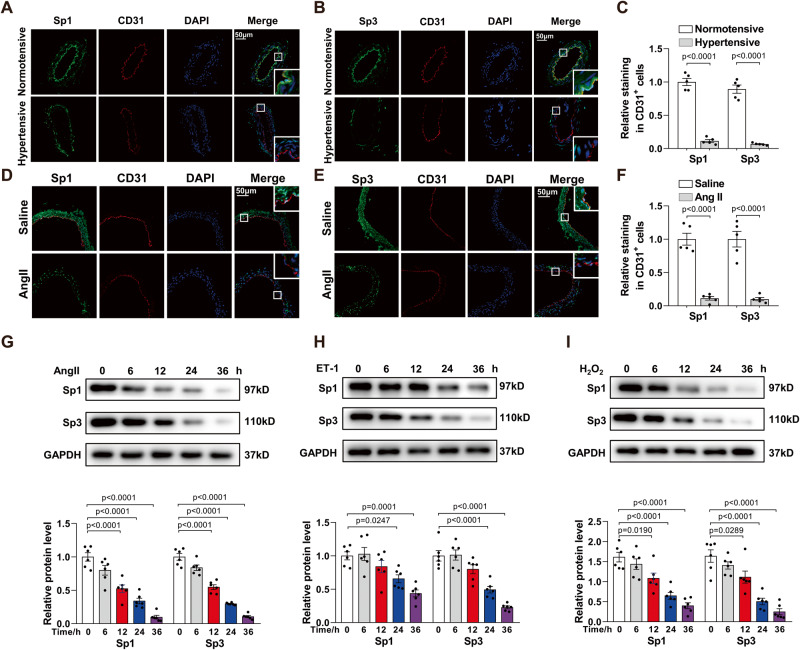
Sp1 and Sp3 levels were reduced in arteries of hypertensive patients and angiotensin II (Ang II)-induced hypertensive mice. **A**, **B** Representative immunofluorescent (IF) staining of **A** Sp1 and **B** Sp3 in mesenteric arteries from hypertensive and healthy individuals. CD31 is an endothelial cell marker. Scale bar: 50 μm. **C** Quantitative data analysis of (**A**) and (**B**). *n* = 5. **D**, **E** Representative IF staining of **D** Sp1 and **E** Sp3 in aortas from mice treated with saline or Ang II. CD31 is an endothelial cell marker. Scale bar: 50 μm. **F** Quantitative data analysis of (**D**) and (**E**). *n* = 5. Western blot (WB) analysis of Sp1 and Sp3 in HUVECs treated with **G** Ang II (10^−6 ^mol/L, 0–36 h); **H** ET-1 (10^−7 ^mol/L, 0–36 h) and **I** H_2_O_2_ (10^−4 ^mol/L, 0–36 h). *n* = 6. Data are presented as mean ± SEM. Two-tailed Student unpaired *t* test for **C** and **F**. One-way ANOVA followed by Bonferroni’s post hoc test for (**G**) to (**I**).

### Sp1/Sp3 depletion in EC aggravates hypertension and endothelial dysfunction in mice

To elucidate the biological significance of Sp1 and Sp3 in vascular endothelial cells in vivo, *Sp1*^*fl/fl*^*/Sp3*^*fl/fl*^ mice were crossbred with *VE-CAD-CreER*^*T2*^ mice to generate *VE-CAD-CreER*^*T2+*^*/Sp1*^*fl/fl*^*/Sp3*^*fl/fl*^ mice, which were intraperitoneally injected with tamoxifen (1 mg/day) for 5 consecutive days to generate Sp1/Sp3^ECKO^ mice (dKO mice). Littermate *VE-CAD-CreER*^*T2-*^*/Sp1*^*fl/fl*^*/Sp3*^*fl/fl*^ mice were treated with the same dose of tamoxifen as controls (CTR mice). We examined the knockout efficiency of Sp1/Sp3 in vascular endothelial cells. IF assays revealed a significant reduction in Sp1/Sp3 content in the aortic endothelia of dKO versus CTR mice (Fig. 2A–C), which confirms the effective deletion of Sp1/Sp3 in dKO mice.

**Fig. 2:**
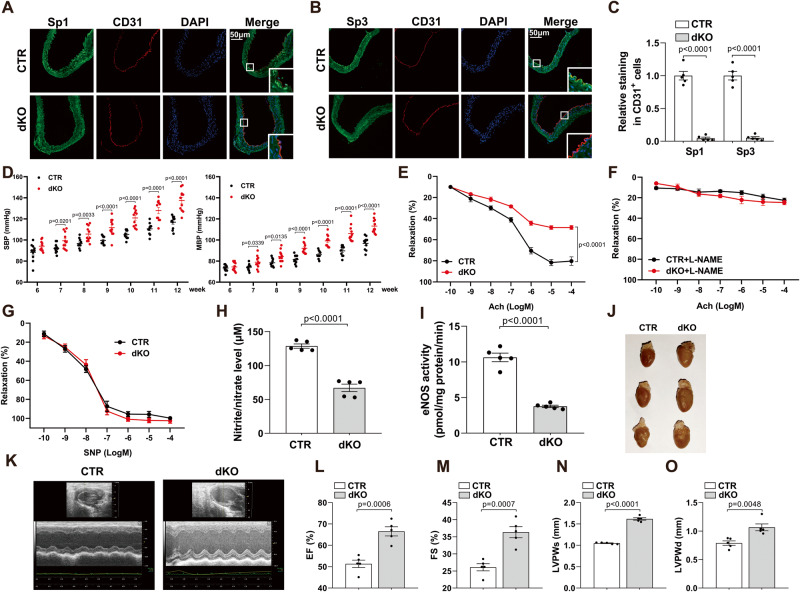
Generation and analysis of endothelial-specific Sp1/Sp3 deletion mice. **A**, **B** Representative IF staining of **A** Sp1 and **B** Sp3 in aortas from CTR and dKO mice. CD31 is used as an endothelial cell marker. Scale bar: 50 μm. **C** Quantitative data analysis of (**A**) and (**B**). *n* = 5. **D** Systolic (SBP) and mean blood pressure (MBP) in CTR and dKO mice. *n* = 10–11. **E**–**G** Vascular reactivity of mesenteric arteries from CTR and dKO mice to acetylcholine (Ach) with or without (L-NAME, 10^−4 ^mol/L, 30 min) pretreatment and sodium nitroprusside (SNP). *n* = 5. **H** Serum nitrite/nitrate level from CTR and dKO mice. *n* = 5. **I** eNOS activity in mouse lung endothelial cells (MLECs) from CTR and dKO mice. *n* = 5. **J** Representative hearts from CTR and dKO mice. **K**–**O** Representative echographic images and quantification obtained from M-mode from CTR and dKO mice. EF, ejection fraction; FS, fraction shortening; LVPWd, left ventricular posterior wall; LVPWs, systolic left ventricular posterior wall. *n* = 5. Data are presented as mean ± SEM. Two-way ANOVA followed by Bonferroni post hoc test for (**E**) to (**G**). Two-tailed Student unpaired *t* test for (**C**), (**D**), (**H**), (**I**), (**L**), (**M**), (**N**), and (**O**).

To characterize the phenotype of dKO mice, blood pressure was measured: dKO mice showed a distinct increase in systolic blood pressure (SBP) and mean blood pressure (MBP) at 7–12 weeks of age (Fig. 2D). Endothelial function was evaluated via acetylcholine (Ach)-induced relaxation in mesenteric arteries. The vasorelaxation to Ach at 10^−10^ to 10^–4^ mol/L was significantly lower in mesenteric arteries from dKO versus CTR mice (Fig. 2E). Ach elicited similar responses between the mice when mesenteric arteries were pretreated with L-nitro-arginine methyl ester (L-NAME, 10^–4^ mol/L), a nonselective NO synthase inhibitor, for 30 min (Fig. 2F). Mesenteric arteries showed no difference in relaxation caused by sodium nitroprusside (SNP, 10^−10^ to 10^–4^ mol/L), an endothelium-independent agent (Fig. 2G). Serum nitrite/nitrate level was decreased by approximately 40% in dKO versus CTR mice (Fig. 2H). To determine the reason for the lower NO level, eNOS activity in primary MLECs from CTR and dKO mice was measured. Sp1 and Sp3 deletion markedly attenuated the increased eNOS activity in MLECs (Fig. 2I). These data suggest that the impaired vasodilation in the dKO mesenteric resistance arteries was mediated by eNOS and Sp1/Sp3 play a crucial role in endothelial function.

Consistent with the phenotype of hypertension, we found a significant enlargement in hearts from dKO versus CTR littermates (Fig. 2J). We measured cardiac function using echocardiography. dKO mice showed a hypertrophic phenotype as indicated by the increased thickness of the diastolic left ventricular posterior wall and the systolic left ventricular posterior wall along with ejection fraction and fraction shortening (Fig. 1K–O). These results show that Sp1/Sp3 deficiency in endothelia resulted in elevated blood pressure, impaired vasodilation, and cardiac hypertrophy.

### Sp1 and Sp3 positively regulate AMPKα1 and AMPKα2 transcription

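RNA of mouse lung endothelial cells (MLECs), selected with beads against CD31 and intercellular adhesion molecule 2, was sequenced in 12 libraries, 6 from CTR mice and 6 from dKO mice. The number of mice behind each library is not given, so the 6 libraries of a group were taken as independent cell isolations. The authors trimmed the reads with Trimmomatic, mapped them to the mm39 genome with STAR, kept the uniquely aligned reads and mapped these again. They deposited FPKM values (fragments per kilobase of gene, scaled to the fragments of the library) for 28689 genes in each library. The paper's text does not name the program that counted the fragments, its annotation or its use of strand. For each of the 28689 genes, a whole gene length was found that turns all 12 FPKM values into whole numbers of fragments, and the fragments summed over genes differed from the library totals by at most 0.0017%. Of these lengths, 8863 equal the exon length in the annotation used here; the others do not, so the recovered fragments, and the counts of genes that rest on them, are less certain than the FPKM values. CTR libraries held between 16549824 and 17467059 fragments on genes, with a median of 17066560. In dKO libraries the total lay between 15523054 and 17938286 fragments, with a median of 17539445.5. The FPKM values were tested without further scaling, as log2(FPKM + 1), with limma and Benjamini-Hochberg adjustment. The test covered the 12467 genes with an FPKM of at least 1 in at least 6 of the 12 libraries, whichever group these belonged to. Fold changes are on the scale of log2(FPKM + 1), which understates the change of genes with low FPKM. Positions are those of GRCm39.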

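Sp1 (ENSMUSG00000001280), on chromosome 15 from 102314578 to 102344839, had an FPKM of 21.2 ± 1.77 (SD, n = 6) in CTR MLECs and 10.6 ± 1.53 (SD, n = 6) in dKO MLECs. Its log2 fold change was −0.94 (standard error 0.09, adjusted p = 5.68e-06 from limma), and each dKO library lay below each CTR library (two-sided exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). Sp3 (ENSMUSG00000027109), on chromosome 2 from 72766771 to 72811274, had an FPKM of 27.7 ± 2.31 (SD, n = 6) in CTR MLECs and 25.0 ± 1.64 (SD, n = 6) in dKO MLECs. The log2 fold change of Sp3 was −0.14 (standard error 0.07), its adjusted p from limma was 0.0902 (two-sided exact permutation test, p = 0.0455, not adjusted), and 2 of the 6 dKO libraries lay below all CTR libraries. Over 33 other settings the adjusted p of Sp3 ranged from 0.0326, without CTR replicate 6, to 0.82, after removing the trends on gene length and GC content. The values cover each gene as a whole, so fragments on the deleted exons were not separated from the others.

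**Figure D1:**
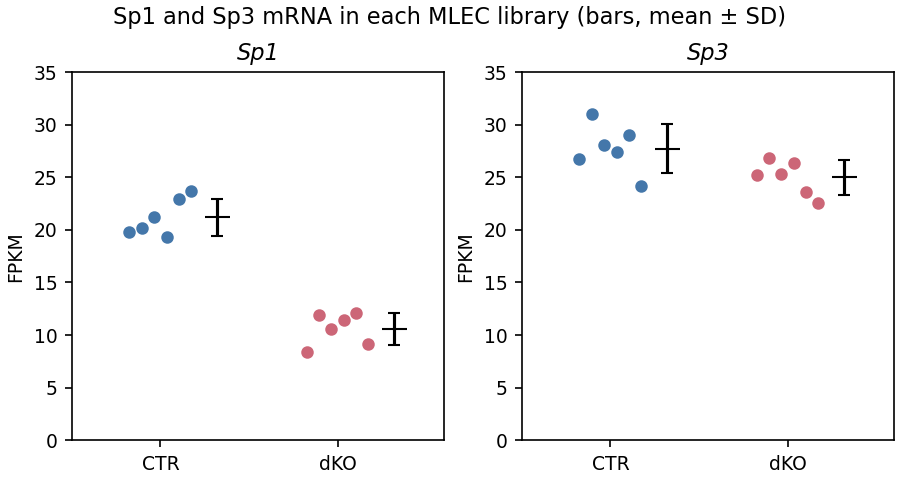
FPKM of Sp1 and Sp3 in each of the 6 CTR and 6 dKO libraries (points), with the mean and SD of each group (bars). Sp1 lies between 19.4 and 23.7 FPKM in CTR libraries and between 8.42 and 12.1 in dKO libraries, while the ranges of Sp3 overlap.

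At an adjusted p under 0.05 and an absolute log2 fold change over 1.5, 247 genes differed between dKO and CTR MLECs, 178 higher and 69 lower in dKO. The same 247 genes passed when the unadjusted p was used. Of these, 218 were protein coding. In 222 of them, all dKO libraries lay on the same side of all CTR libraries, as for 27.4% of the genes tested, against 0.22% by chance. The count rose to 525 (343 higher and 182 lower) with a pseudocount of 0.01 in place of 1, the largest shift among the alternatives set beforehand. With limma-voom on the recovered fragments of all genes, an alternative chosen after seeing the data, it was 1704 (915 higher and 789 lower).

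**Figure D2:**
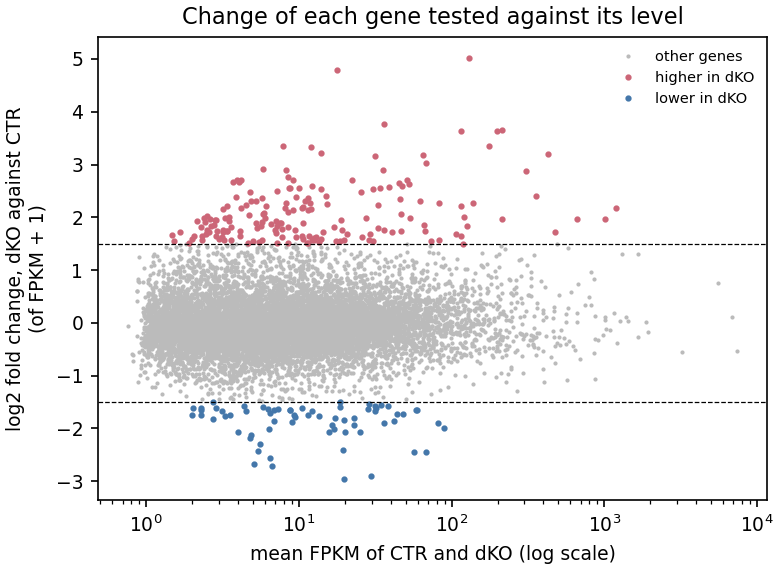
Log2 fold change of FPKM + 1 in dKO against CTR MLECs for each gene tested, against the mean FPKM of both groups on a log axis. The 178 higher genes and the lower genes lie beyond the dashed lines at an absolute log2 fold change of 1.5; Mmrn1, listed at 0 in all dKO libraries, is not drawn.

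The largest rises among genes without overlap between the groups were those of Rnase2a, Ifi202b, Ms4a4a, C1qa and C1qc, with log2 fold changes between 3.63 and 5.02. Rnase2a rose from 6.78 ± 3.19 FPKM (SD, n = 6) in CTR to 254 ± 93.3 FPKM (SD, n = 6) in dKO, with an adjusted p of 3.76e-07 from limma. Ms4a4a was 128 FPKM in dKO replicate 3 and at most 68.6 FPKM in the other dKO libraries. C1qa and C1qc are macrophage markers, and all 10 macrophage markers tested were higher in dKO, with a median log2 fold change of 1.76. A larger share of macrophages in the dKO cultures is therefore not excluded as a source of the rises of C1qa and C1qc. Among the falls, Mmrn1 came first. It was listed at 0 in all 6 dKO libraries and held 8783 fragments in the CTR libraries, so no fold change is given. Hmgn2 fell from 35.6 ± 6.34 FPKM (SD, n = 6) to 3.65 ± 0.441 FPKM (SD, n = 6), with a log2 fold change of −2.97 (standard error 0.11, adjusted p = 6.46e-09 from limma). Near-identical copies of Hmgn2 make up 7 other genes of the table, so the share of its fragments is uncertain; summed over Hmgn2 and these copies, CTR libraries held 13666 fragments and dKO libraries 3441. Cth, P2rx3 and Lrrc17 followed, with log2 fold changes of −2.90, −2.72 and −2.68.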

To explore the specific mechanism of Sp1/Sp3 ablation causing endothelial dysfunction and hypertension, we used transcriptomic analysis of MLECs from CT R and dKO mice and identified 2683 genes with altered expression upon Sp1/Sp3 deletion (1591 upregulated and 1092 downregulated, *p* < 0.05 and |Log2FoldChange| > 1.5) (Fig. S2A). We further determined the expression of specific genes via knockdown and overexpression studies. Levels of phosphorylated eNOS at Ser1177 and total eNOS did not differ between in CTR and dKO MAECs (Fig. S2B). Being the key molecule that can bind to eNOS and inhibit its bioactivity in endothelial cells, caveolin-1 showed a significant increase in expression in dKO MLECs (Fig. S2B). Co-immunoprecipitation (CoIP) of caveolin-1 and eNOS increased in dKO MLECs (Fig. S2C, D), which suggests that Sp1/Sp3 ablation promoted caveolin-1 binding with eNOS and reduced eNOS activity. Knockdown of Sp1 and Sp3 by siRNA in HUVECs downregulated AMPKα1, AMPKα2, and p-AMPKα (Thr172) protein levels (Fig. 3A) and AMPKα1/AMPKα2 mRNA levels (Fig. 3C), but upregulated caveolin-1 protein levels (Fig. 3A). In contrast, transient overexpression of Sp1 and Sp3 in HUVECs significantly reduced caveolin-1 level and increased AMPKα1, AMPKα2, and p-AMPKα (Thr172) protein levels (Fig. 3B). Similar results were found in MLECs from CTR and dKO mice (Fig. S2B). Furthermore, the mRNA levels of AMPKα1 and AMPKα2 were upregulated by Sp1/Sp3 overexpression in HUVECs (Fig. 3D). IF staining further confirmed significantly decreased protein level of AMPKα in the aortic endothelium of dKO mice (Fig. 3E). The level of caveolin-1 protein expression was markedly elevated in the aortic endothelial layers of dKO mice as detected using immunohistochemical (IHC) staining (Fig. 3F).

**Fig. 3:**
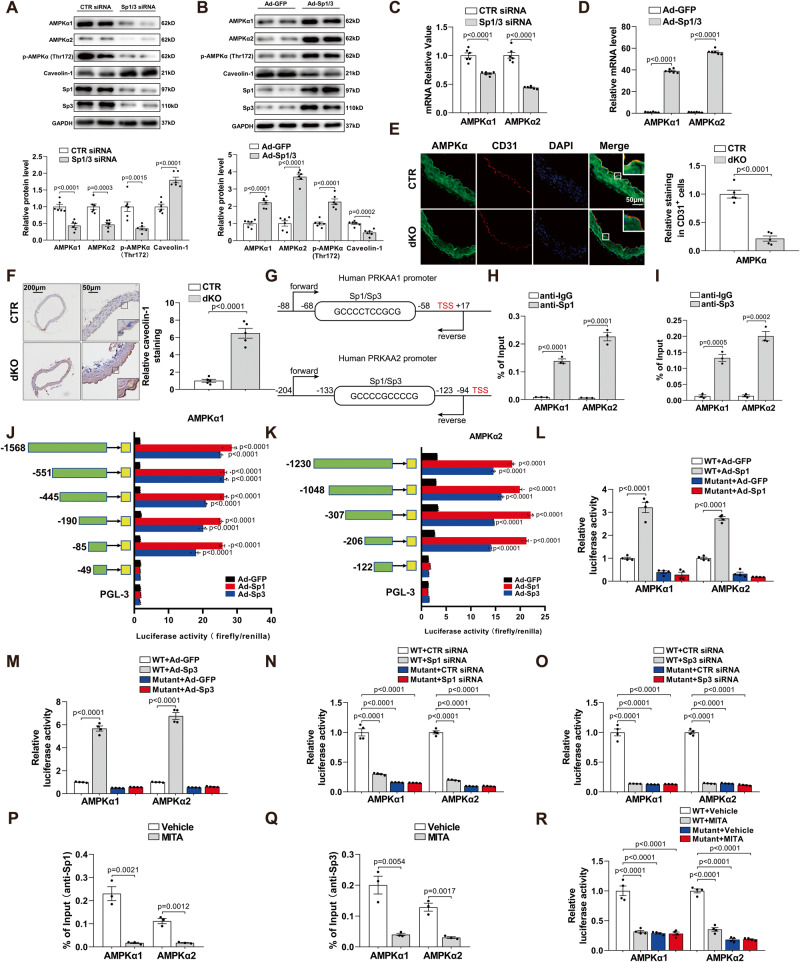
Sp1 and Sp3 positively regulate AMPKα1 and AMPKα2 transcription. **A** WB analysis and **C** qPCR analysis of AMPKα1, AMPKα2, p-AMPKα (Thr172), caveolin-1 in HUVECs transfected with CTR siRNA or Sp1/3 siRNA. *n* = 6. **B** WB analysis and **D** qPCR analysis of AMPKα1, AMPKα2, p-AMPKα (Thr172), caveolin-1 protein levels in HUVECs infected with Ad-GFP or Ad-Sp1/3. *n* = 6. **E** IF staining of AMPKα in aortas. CD31 is an endothelial cell marker. Scale bar: 50 μm. Quantitative analysis (right). *n* = 5. **F** Immunohistochemical (IHC) staining for caveolin-1 in aortas. Scale bar: 200 μm/50 μm. Quantitative analysis (right). *n* = 5. **G** Schematic illustration of putative Sp1/Sp3 binding region on the promoter of human *AMPKα1* and *AMPKα2*. Forward primer (forward) and reverse primer (reverse) for chromatin immunoprecipitation (ChIP) assay were indicated by arrows. ChIP assays showing the binding of Sp1 (**H**) or Sp3 (**I**) to the AMPKα1 and AMPKα2 promoters in HUVECs. *n* = 3. Luciferase activity shown by the indicated serial 5′ promoter deletions of AMPKα1 (**J**) and AMPKα2 (**K**) in HUVECs infected with Ad-GFP, Ad-Sp1, or Ad-Sp3. *n* = 4. **L**, **M** Relative luciferase activity for the wild-type (WT) and mutant constructs of AMPKα1 and AMPKα2 promoter in HEK293T cells infected with Ad-GFP, Ad-Sp1 (**L**) or Ad-Sp3 (**M**). *n* = 4. **N**, **O** Relative luciferase activity for the WT and mutant constructs of AMPKα1 and AMPKα2 promoter in HUVECs transfected with CTR, Sp1 (**N**) or Sp3 siRNA (**O**). *n* = 4. ChIP assays in HUVECs with or without mithramycin (MITA) using anti-Sp1 (**P**) or anti-Sp3 (**Q**) *n* = 3. **R** Relative luciferase activity for the WT and mutant constructs of AMPKα1 and AMPKα2 promoters in HUVECs with or without MITA. *n* = 4. Data are presented as mean ± SEM. Two-tailed Student unpaired *t* test for (**A**), (**B**), (**C**), (**D**), (**E**), (**F**), (**H**), (**I**), (**P**), and (**Q**). One-way ANOVA followed by Bonferroni post hoc analysis for (**J**), (**K**), (**L**), and (**M**). Two-way ANOVA followed by Bonferroni post hoc test for (**N**), (**O**), and (**R**).

To verify whether Sp1 and Sp3 could interact with the AMPKα1 and AMPKα2 promoters, we used chromatin immunoprecipitation (ChIP) assay. ChIP with antibodies against Sp1 or Sp3 were cross-linked to the binding site cluster, therefore both Sp1 and Sp3 could bind with predicted AMPKα1 (−68/−58 bp) and AMPKα2 (−133/−123 bp) promoters (Fig. 3G–I).

To further understand the transcriptional regulation of AMPKα1 and AMPKα2 by Sp1 and Sp3, we cloned the different truncated promoters of AMPKα1 and AMPKα2 upstream of the luciferase gene to generate truncation promoter reporters. The observed AMPKα1 promoter activity isolated a minimal Ad-Sp1- and Ad-Sp3-responsive element when compared to pGL-3 at the −85 to −49 segment (Fig. 3J), which suggests a role for this core region in regulating AMPKα1 transcription. To verify the putative transcription factor binding site for Sp1 and Sp3 in the AMPKα1 promoter, we prepared a substitution mutation of this individual site, which resulted in a significant decrease in transcriptional activity when compared to the wild-type promoter (Fig. 3L, M). To validate the regulatory roles of Sp1 and Sp3 in the AMPKα2 promoter, deletion constructs showed a prominent increase in promoter activity with Ad-Sp1 or Ad-Sp3 administration, except for in the −206 to −122 segment, which indicates a specific association of Sp1 and Sp3 with this region (Fig. 3K). Furthermore, HEK293T cells transfected with a mutated fragment construct showed lower luciferase activity relative to cells transfected with the wild-type promoter (Fig. 3L, M). In HUVECs, Sp1 or Sp3 knockdown by siRNA confirmed a marked decrease in luciferase activity of both wild-type AMPKα1 and AMPKα2, but not the mutant promoter constructs (Fig. 3N, O). Moreover, we used mithramycin A (MITA), a specific inhibitor of Sp1 transcription activation (which functions by blocking Sp1 and Sp3 binding to GC-rich regions) to further confirm the effect of Sp1 on AMPKα1 and AMPKα2 transcription. ChIP assays revealed that MITA could repress Sp1 binding with AMPKα1 and AMPKα2 promoters (Fig. 3P, Q). Luciferase activity was also reduced in MITA-treated HUVECs transfected with wild-type AMPKα1 or AMPKα2, but not the mutant promoter constructs (Fig. 3R). These results demonstrate that Sp1/Sp3 could directly bind to the AMPKα1 and AMPKα2 promoters and promote their transcriptional expression.

### Sp1 and Sp3 improve endothelial function via AMPKα

To further explore the molecular mechanism by which Sp1 and Sp3 regulate endothelial function, we used Ang II, implicated in the pathogenesis of endothelial dysfunction, as a representative stimulus. The activity of the antioxidant N-acetyl-L-cysteine (NAC) decreased the protein levels of Sp1 and Sp3 induced by Ang II (Fig. 4A), which suggests that Ang II aggravated endothelial dysfunction by promoting reactive oxygen species (ROS) and reducing Sp1 and Sp3 expression. Overexpression of Sp1 or Sp3 markedly ameliorated Ang II-induced endothelial senescence, as indicated by the reduced expression of P16 and P21, which are markers of endothelial cell senescence (Fig. 4B). Knockdown of AMPKα by siRNA in HUVECs decreased the levels of p-ULK1 (Ser555) and microtubule-associated protein 1 light chain 3 (LC3) II/I ratio induced by Sp1 and Sp3 and increased the expression of p62 (Fig. 4C); AMPKα therefore plays a vital role in Sp1/Sp3-induced autophagy. Moreover, Ang II induced more severe apoptosis in Sp1/Sp3-deficient MLECs than the CTR mice as detected using flow cytometry (Fig. 4D) and a western blot assay (Fig. 4E). Thus, Sp1 and Sp3 could improve endothelial function via AMPK. Furthermore, Ang II, ET-1, and H_2_O_2_ reduced the Sp1/Sp3 association with AMPKα1 and AMPKα2 promoters (Fig. S3A, B).

**Fig. 4:**
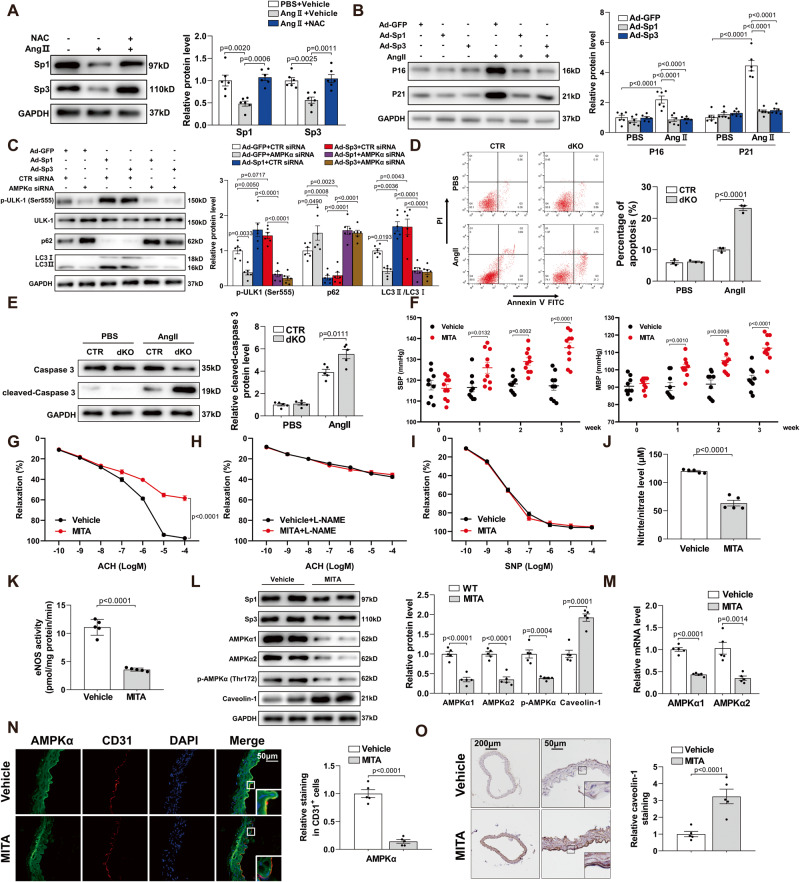
Sp1 and Sp3 improve endothelial function via AMPKα. **A** WB of Sp1 and Sp3 protein levels in HUVECs with different treatments. *n* = 6. **B** WB of P16 and P21 protein levels in HUVECs with different treatments. *n* = 6. **C** WB of p-ULK1 (Ser555), ULK1, p62, and LC3 II/LC3 I in HUVECs with different treatments. *n* = 6. **D** MLECs from CTR and dKO mice with different treatments were stained with fluorescein isothiocyanate (FITC)-conjugated annexin V and propidium iodide (PI) and analyzed by flow cytometry. *n* = 3. **E** WB of caspase 3 and cleaved-caspase 3 protein levels in MLECs from CTR and dKO mice with different treatments. *n* = 5. **F** SBP and MBP in mice treated with vehicle or MITA. *n* = 9−10. **G**–**I** Vascular reactivity of mesenteric arteries from vehicle- or MITA-treated mice to Ach with or without L-NAME pretreatment (10^–4^ mol/L, 30 min) and SNP. *n* = 5. **J** Serum nitrite/nitrate level from vehicle- and MITA-treated mice. *n* = 5. **K** eNOS activity measured in MLECs from vehicle- and MITA-treated mice. *n* = 5. **L** WB of protein levels of Sp1, Sp3, AMPKα1, AMPKα2, p-AMPKα (Thr172), and caveolin-1 in MLECs from vehicle- and MITA-treated mice. *n* = 5. **M** qPCR analysis of AMPKα1 and AMPKα2 mRNA levels in MLECs from vehicle and MITA-treated mice. *n* = 5. **N** Representative IF staining of AMPKα in aortas from vehicle and MITA-treated mice. CD31 is an endothelial cell marker. Scale bar: 50 μm. Quantitative data analysis (right). *n* = 5. **O** Representative IHC staining for caveolin-1 in aortas from vehicle and MITA-treated mice, Scale bar: 200 μm/50 μm. Quantitative data analysis (right). *n* = 5. Data are presented as mean ± SEM. Two-tailed Student unpaired *t* test for (**D**), (**E**), (**F**), (**J**), (**K**), (**L**), (**M**), (**N**), and (**O**). One-way ANOVA followed by Bonferroni post hoc analysis for (**A**), (**B**), and (**C**). Two-way ANOVA followed by Bonferroni post hoc test for (**G**) to (**I**).

To further confirm whether the suppression of Sp1 and Sp3 could cause endothelial dysfunction, C57BL/6 J mice were chronically treated with the anti-carcinogen MITA for 3 weeks. SBP and MBP were higher in MITA-treated mice than in wild-type mice (Fig. 4F). Administration of MITA impaired endothelium-dependent vasorelaxation (Fig. 4G–I) and lowered the serum nitrite/nitrate level (Fig. 4J) owing to decreased eNOS activity (Fig. 4K); this suggests that the endothelial dysfunction was exacerbated by MITA in vivo.

IF staining showed a significant decrease in AMPKα content in the aortic endothelium treated with MITA (Fig. 4N). Moreover, WB revealed a MITA-mediated decrease in AMPKα1, AMPKα2, and p-AMPKα (Thr172) protein levels leading to increased caveolin-1 expression in MLECs from MITA-treated mice (Fig. 4L); this was also confirmed by IHC staining (Fig. 4O). qPCR assays revealed that MITA infusion reduced the mRNA levels of AMPKα1 and AMPKα2 (Fig. 4M), which suggests that MITA represses AMPKα1/AMPKα2 transcription by inhibiting Sp1/Sp3 activity. IP assays were performed to further determine the inhibitory effect of MITA on caveolin-1 interacting with eNOS in MLECs from MITA-treated mice (Fig. S4A, B). Flow cytometry analysis and WB assays revealed that MITA exacerbated apoptosis induced by Ang II (Fig. S4C, D). These data indicate that the inhibition of Sp1 and Sp3 impaired endothelial function, which is consistent with the findings in dKO mice.

### Administration of CA-AMPK decreases blood pressure and alleviates endothelial dysfunction in Sp1/Sp3^ECKO^ mice

To determine the role of AMPK in Sp1/Sp3-mediated endothelial function, CTR and dKO mice were injected with adenovirus expressing constitutively active (CA)-AMPK. The administration of Ad-CA-AMPK increased AMPKα in vascular endothelial cells in CTR and dKO mice. The SBP and MBP of CTR and dKO mice decreased after 7 days, but the administration of Ad-LacZ had no effect on blood pressure (Fig. 5A). Ach-induced endothelial relaxation responses in both, CTR and dKO mice were ameliorated following CA-AMPK administration (Fig. 5B). CA-AMPK could not ameliorate endothelium-dependent relaxation blocked by L-NAME and had no effect on endothelium-independent relaxation caused by SNP (Fig. 5C, D). Moreover, CA-AMPK administration greatly increased serum nitrite/nitrate level and eNOS activity in control Sp1/Sp3-deficient MLECs (Fig. 5E, F). Furthermore, CA-AMPK reduced eNOS binding with caveolin-1 in MLECs from CTR and dKO mice (Fig. 5G).

**Fig. 5:**
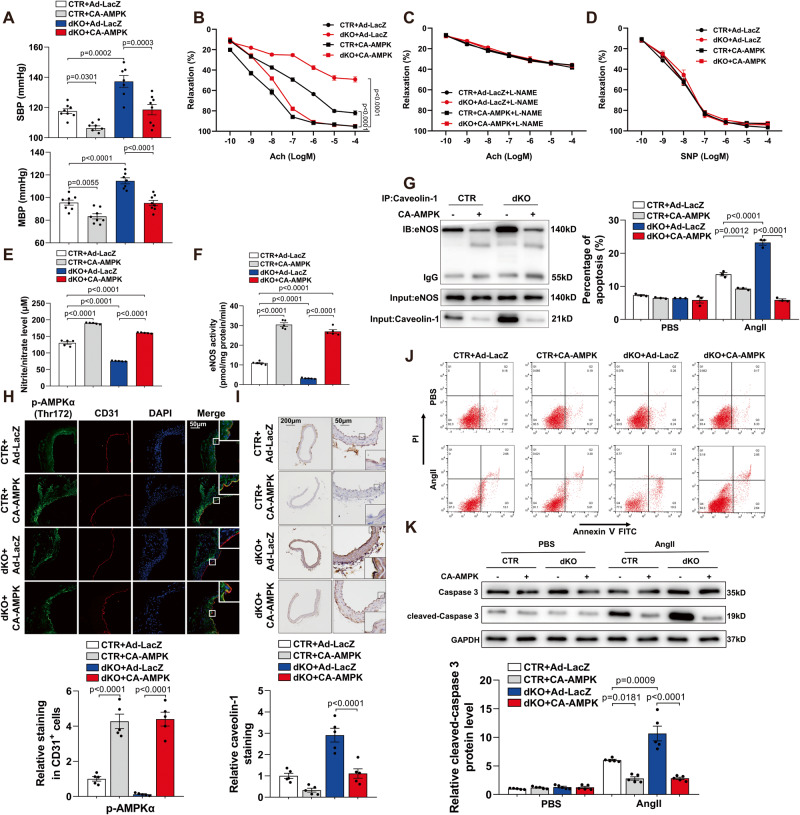
Administration of CA-AMPK decreases blood pressure and alleviates endothelial dysfunction in Sp1/Sp3^ECKO^ mice. **A** SBP and MBP in CTR and dKO mice with Ad-LacZ or CA-AMPK. *n* = 7–8. **B**–**D** Vascular reactivity of mesenteric arteries from CTR and dKO mice with Ad-LacZ or CA-AMPK to Ach with or without L-NAME pretreatment (10^–4^ mol/L, 30 min) and SNP. *n* = 5. **E** Serum nitrite/nitrate level from CTR and dKO mice with Ad-LacZ or CA-AMPK. *n* = 5. **F** eNOS activity measured in MLECs from CTR and dKO mice with Ad-LacZ or CA-AMPK. *n* = 5. **G** Co-immunoprecipitation (CoIP) assay of eNOS immunoprecipitated with anti-caveolin-1 antibody in MLECs from CTR and dKO mice with Ad-LacZ or CA-AMPK. *n* = 5. **H** Representative IF staining of p-AMPKα (Thr172) in aortas from CTR and dKO mice with Ad-LacZ or CA-AMPK. CD31 is an endothelial cell marker. Scale bar: 50 μm. Quantitative data analysis (below). *n* = 5. **I** Representative IHC staining for caveolin-1 in aortas from CTR and dKO mice with Ad-LacZ or CA-AMPK, Scale bar: 200 μm/50 μm. Quantitative data analysis (below). *n* = 5. **J** MLECs from CTR and dKO mice with Ad-LacZ or CA-AMPK with different treatments were stained with FITC-conjugated annexin V and PI and analyzed by flow cytometry. *n* = 3. **K** WB of caspase 3 and cleaved-caspase 3 protein levels in MLECs from CTR and dKO mice with Ad-LacZ or CA-AMPK with different treatments. *n* = 5. Data are presented as mean ± SEM. One-way ANOVA followed by Bonferroni post hoc analysis for (**A**), (**E**), (**F**), (**H**), (**I**), (**J**), and (**K**). Two-way ANOVA followed by Bonferroni post hoc test for (**B**) to (**D**).

The CA-AMPK-increased p-AMPKα (Thr172) level in endothelial cells of CTR and dKO mice was confirmed by IF staining with CD31 (Fig. 5H). Consistently, caveolin-1 expression in the aortic endothelium decreased with CA-AMPK treatment (Fig. 5I). MLEC apoptosis induced by Ang II was eliminated by CA-AMPK administration (Fig. 5J, K), which indicates an essential role of AMPKα regulated by Sp1 and Sp3 in Ang II-induced endothelial apoptosis. Our data indicates that AMPKα plays an important role in the Sp1/Sp3-mediated regulation of endothelial function and blood pressure.

### Endothelial Sp1 and Sp3 are implicated in the effects of captopril

To determine whether ACEI improves endothelial dysfunction and lowers blood pressure via Sp1/Sp3, CTR and dKO mice were intraperitoneally administered captopril. Captopril lowered blood pressure and improved endothelium-dependent relaxation of mesenteric resistance arteries from CTR, but not dKO mice (Fig. 6A–D). Captopril increased the serum nitrite/nitrate level by enhancing eNOS activity in CTR mice, but not in dKO mice (Fig. 6E, F). Consistently, binding of eNOS decreased with caveolin-1 in MLECs from captopril-treated CTR, but not dKO mice (Fig. 6G). IF staining confirmed an increased level of AMPKα in aortas from captopril-treated CTR mice, with no change in the dKO mice after captopril treatment (Fig. 6H). Moreover, IHC analysis revealed reduced caveolin-1 protein levels regulated by captopril treatment in aortas from CTR versus dKO mice (Fig. 6I). Furthermore, captopril reduced Ang II-induced apoptosis in CTR MLECs. but had no effect on Sp1/Sp3-deficient MLECs treated with Ang II (Fig. 6J, K).

**Fig. 6:**
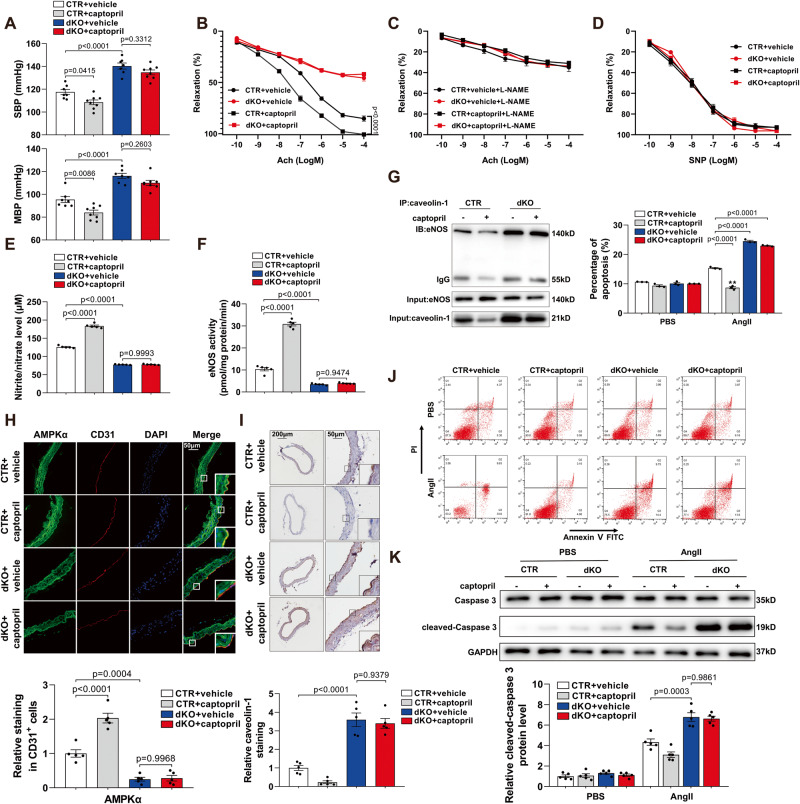
Endothelial Sp1 and Sp3 are responsible for anti-hypertension and anti-endothelial dysfunction effects of captopril. **A** SBP and MBP in CTR and dKO mice treated with vehicle or captopril. *n* = 7–8. **B**–**D** Vascular reactivity of mesenteric arteries from CTR and dKO mice treated with vehicle or captopril to Ach with or without L-NAME pretreatment (10^–4^ mol/L, 30 min) and SNP. *n* = 5. **E** Serum nitrite/nitrate level from CTR and dKO mice with vehicle or captopril. *n* = 5. **F** eNOS activity measured in MLECs from CTR and dKO mice with vehicle or captopril. *n* = 5. **G** CoIP assay of eNOS immunoprecipitated with anti-caveolin-1 antibody in MLECs from CTR and dKO mice with vehicle or captopril. *n* = 5. **H** Representative IF staining of AMPKα in aortas from CTR and dKO mice with vehicle or captopril. CD31 is an endothelial cell marker. Scale bar: 50 μm. Quantitative data analysis (below). *n* = 5. **I** Representative IHC staining for caveolin-1 in aortas from CTR and dKO mice with vehicle or captopril, Scale bar: 200 μm/50 μm. Quantitative data analysis (below). *n* = 5. **J** MLECs from CTR and dKO mice with vehicle or captopril with different treatments were stained with FITC-conjugated annexin V and PI and analyzed by flow cytometry. *n* = 3. **K** WB analysis of caspase 3 and cleaved-caspase 3 protein levels in MLECs from CTR and dKO mice with vehicle or captopril with different treatments. *n* = 5. Data are presented as mean ± SEM. One-way ANOVA followed by Bonferroni post hoc analysis for (**A**), (**E**), (**F**), (**H**), (**I**), (**J**), and (**K**). Two-way ANOVA followed by Bonferroni post hoc test for (**B**) to (**D**).

To further investigate the broad implications of Sp1/Sp3 signaling and captopril in hypertension, Ang II-induced hypertensive mice were studied. After Ang II treatment for 4 weeks, SBP, MBP, and diastolic blood pressure (DBP) levels in dKO mice were higher by approximately 20–30 mmHg when compared with CTR mice (Fig. S5A–C). In addition, Ang II treatment significantly exacerbated the endothelial-dependent vasorelaxation of mesenteric arteries from dKO mice compared with Ang II + CTR mice (Fig. S5D–F). Pretreatment with captopril lowered blood pressure and improved endothelium-dependent relaxation of mesenteric resistance arteries from CTR, but not dKO mice (Fig. S5A–F). Taken together, these data indicate that Sp1 and Sp3 deletion abolished the captopril-induced alleviation of endothelial dysfunction and the anti-apoptotic effects of captopril in endothelial cells; Sp1 and Sp3 have an indispensable role in the success of captopril treatment in the endothelium.

### Captopril activates Sp1 and Sp3 via bradykinin B1 receptor

Previous studies have suggested that nanomolar concentrations of ACEI directly activate the bradykinin B1 receptor in cells in the absence of ACE or bradykinin, thus resulting in increased generation of NO^23^. To investigate whether captopril could directly bind to the bradykinin B1 receptor to activate Sp1 and Sp3, we tested it in HUVECs using des-Arg9-[Leu8]-bradykinin (B1 blocker) or fasitibant chloride hydrochloride (B2 blocker). The presence of B1 receptor was demonstrated in MLECs (Fig. S6A) and HUVECs, showing the same level with or without captopril (Fig. S6B). Sp1 and Sp3 protein levels were increased by captopril and decreased after treatment with B1 blocker, but not B2 blocker (Fig. 7A). Captopril did not alter Sp1 and Sp3 mRNA levels (Fig. 7B). A ChIP assay indicated that captopril increased Sp1 and Sp3 binding with the AMPKα1 and AMPKα2 promoters, which was inhibited by B1 blocker (Fig. 7C, D). To further verify the role of captopril, AMPKα1 and AMPKα2 luciferase constructs were significantly activated in the presence of captopril (Fig. 7E, F), but this effect was abolished by mutations of the Sp1/Sp3 binding site (Fig. 7E) or by B1 blocker treatment (Fig. 7F). These results suggest that the B1 receptor is the predominant receptor contributing to captopril-induced AMPKα1/AMPKα2 transcription via Sp1 and Sp3. Furthermore, we determined whether captopril could increase Sp1 and Sp3 levels under pathological conditions in vitro. Captopril treatment reversed the reduced levels of Sp1 and Sp3 caused by Ang II, ET-1, and H_2_O_2_ (Fig. 7H–J) but had no effect on Sp1 and Sp3 mRNA levels (Fig. 7G).

**Fig. 7:**
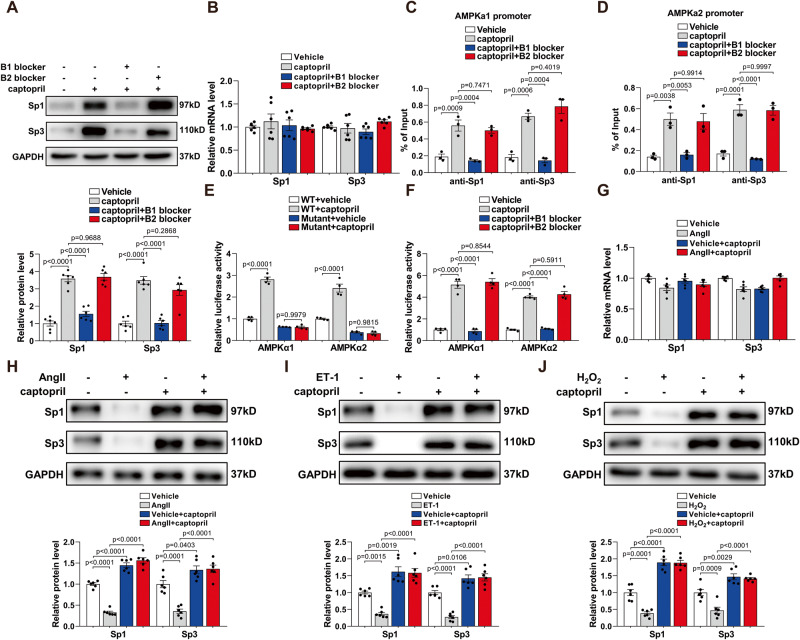
Captopril activates Sp1 and Sp3 via bradykinin B1 receptor. **A** WB analysis of Sp1 and Sp3 protein levels in HUVECs with different treatments. *n* = 6. **B** qPCR analysis of Sp1 and Sp3 mRNA levels in HUVECs with different treatments. *n* = 6. **C**, **D** ChIP assays showing the binding of Sp1 or Sp3 to the AMPKα1 (**C**) and AMPKα2 (**D**) promoter in HUVECs with different treatments. *n* = 3. **E** Relative luciferase activity for the WT and mutant constructs of AMPKα1 and AMPKα2 promoter in HUVECs with vehicle or captopril. *n* = 4. **F** Relative luciferase activity for the WT constructs of AMPKα1 and AMPKα2 promoter in HUVECs with different treatments. *n* = 4. **G** qPCR analysis of Sp1 and Sp3 mRNA levels in HUVECs with different treatments. *n* = 3. **H**–**J** WB analysis of Sp1 and Sp3 protein levels in HUVECs with different treatments. *n* = 6. Data are presented as mean ± SEM. Two-way ANOVA followed by Bonferroni post hoc analysis for (**A**) to (**J**).

As shown in Fig. S6, mesenteric arteries dissected from Ang II-induced hypertensive CTR mice were preincubated for 6 h separately with vehicle, captopril, lisinopril (ACEI that does not stimulate B1R), ARB, captopril + B1 blocker, or captopril + B2 blocker. Compared with vehicle, captopril significantly improved Ach-induced endothelium-dependent vasorelaxation (Fig. S6C). In contrast, mesenteric arteries preincubated with lisinopril or ARB exhibited similar vascular function to the vehicle group. In addition, B1 but not B2 blocker attenuated the effect of captopril on endothelium-dependent vasorelaxation, and therefore inhibited alleviation of this vasorelaxation (Fig. S6C). Almost all the endothelium-dependent vasorelaxation responses were blocked by L-NAME (Fig. S6D). There was no difference in the endothelium-independent vasorelaxation responses induced by SNP in mesenteric resistance arteries isolated from these groups of mice (Fig. S6E). These data support the conclusion that B1 agonism function contributes toward the anti-endothelial dysfunction of captopril.

Inhibition of Sp1 and Sp3 by MITA in bovine aortic endothelial cells (BAECs) downregulated NO production and eNOS activity. Inhibition of Sp1 and Sp3 eliminated the captopril-induced increase in NO production and eNOS activity (Fig. S6F, G). In addition, treatment with captopril in the absence of bradykinin in the medium caused an increase in NO production and eNOS activity (Fig. S6H, I). In addition, B1 blocker attenuated this effect of captopril. The data showed a tendency for the B2 blocker to block captopril’s effect in the absence of bradykinin but did not reach statistical significance (Fig. S6H, I).

### HDAC1-mediated Sp1/Sp3 deacetylation is responsible for captopril-induced AMPKα1/AMPKα2 transcription activation

The above results indicated that post-translational modification of Sp1/Sp3 is involved in the captopril-increased and Ang II/ET-1/H_2_O_2_-suppressed Sp1/Sp3 protein levels. The three ways to promote protein degradation are autophagy, proteasome regulation, and via lysosomal pathways. HUVECs were pretreated with the autophagy inhibitor 3-MA, ubiquitin-proteasome inhibitor MG132, or lysosomal inhibitor CQ to explore the Sp1/Sp3 degradation pathway. Ang II/ET-1/H_2_O_2_-induced Sp1/Sp3 degradation could be attenuated by MG132 but not 3-MA or CQ (Fig. S7A), which suggests that Ang II/ET-1/H_2_O_2_ promoted Sp1/Sp3 degradation via the ubiquitin-proteasome pathway. Sp1/Sp3 were significantly poly-ubiquitinated by Ang II/ET-1/H_2_O_2_ (Fig. 8A, B). In contrast, captopril could reduce the poly-ubiquitination of Sp1/Sp3 (Fig. 8C, D). Acetylation is known to promote protein degradation by elevating poly-ubiquitination^24,25^. To investigate the possible role of the acetylated Lys-703 residue of Sp1 in regulating Sp1 ubiquitination, HUVECs were transfected with Flag-Sp1-WT or Flag-Sp1-K703A of which the Lys-703 residue was mutated to alanine. As compared with Flag-Sp1-WT, the mutated Flag-Sp1-K703A protein had a low basal level of ubiquitination, which did not respond to captopril or Ang II/ET-1/H_2_O_2_ (Fig. 8A, C). Furthermore, we observed similar results in HUVECs transfected with plasmids carrying Flag-Sp3-WT or Flag-Sp3-K551R of which the Lys-551 residue was mutated to arginine (Fig. 8B, D). These results indicate that Sp1/Sp3 ubiquitination depends on acetylation.

**Fig. 8:**
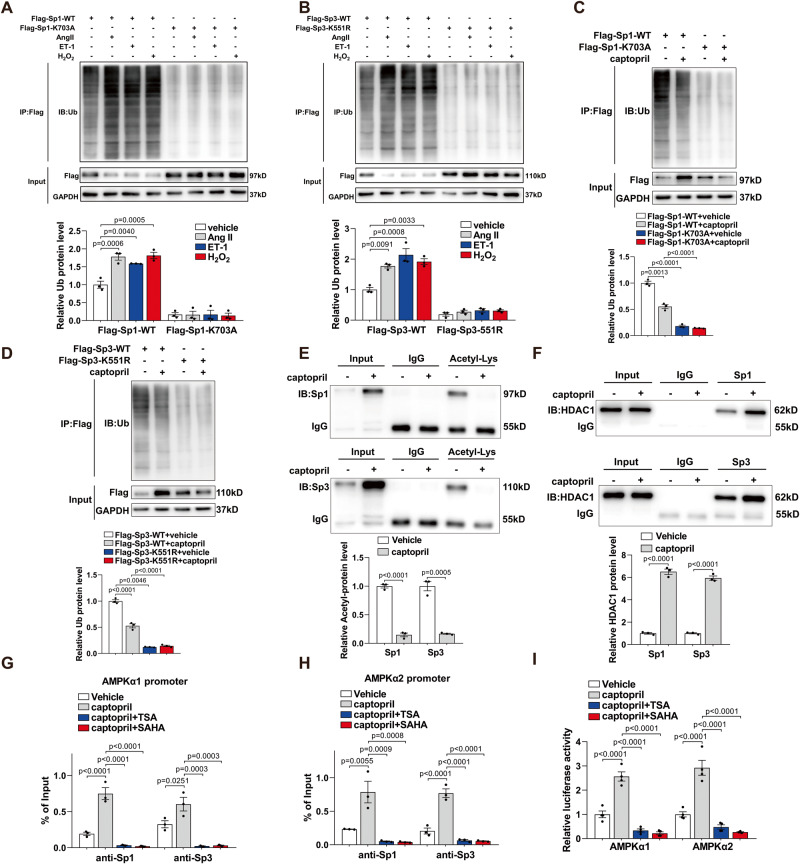
HDAC1-mediated Sp1/Sp3 deacetylation is responsible for captopril-induced AMPKα1/AMPKα2 transcription activation. **A** CoIP assay of Sp1 ubiquitination in HUVECs transfected with Flag-Sp1-WT or Flag-Sp1-K703A with different treatments. Quantified analysis of ubiquitin protein level (below). *n* = 3. **B** Co-IP analysis of Sp3 ubiquitination in HUVECs transfected with Flag-Sp3-WT or Flag-Sp3-K551R with different treatments. Quantified analysis of ubiquitin protein level (below). *n* = 3. **C**, **D** CoIP assay of **C** Sp1 and **D** Sp3 ubiquitination in HUVECs treated with captopril. Quantified analysis of ubiquitin protein level (below). *n* = 3. **E** CoIP assay of acetylation levels of Sp1 or Sp3 in HUVECs treated with captopril. Quantified analysis of acetyl-protein level (below). *n* = 3. **F** CoIP assay of HDAC1 in HUVECs treated with captopril. Quantified analysis of HDAC1 protein level (below). *n* = 3. **G**, **H** ChIP assay showing the binding of Sp1 or Sp3 to the AMPKα1 (**G**) and AMPKα2 (**H**) promoter in HUVECs with different treatments. *n* = 3. **I** Relative luciferase activity for the WT constructs of AMPKα1 and AMPKα2 promoter in HUVECs with different treatments. *n* = 4. Data are presented as mean ± SEM. Two-tailed Student unpaired *t* test for (**E**) and (**F**). One-way ANOVA followed by Bonferroni post hoc analysis for (**G**–**I**). Two-way ANOVA followed by Bonferroni post hoc test for (**A**–**D**).

We then measured the protein expression of acetylated Sp1/Sp3 by immunoprecipitating Sp1/Sp3 antibody and probing with anti-pan-acetyl-lysine antibody. Sp1/Sp3 acetylation significantly reduced in HUVECs after captopril treatment (Fig. 8E) and increased after Ang II/ET-1/H_2_O_2_ treatment (Fig. S7B). Further, to address whether captopril recruits the histone deacetylase 1 (HDAC1), we analyzed the association of HDAC1 with Sp1/Sp3 using the CoIP assay in HUVECs treated with captopril. Sp1 and Sp3 could combine more HDAC1 protein in the captopril as compared with the non-captopril condition (Fig. 8F), which suggests that captopril induces HDAC1 recruitment of Sp1/Sp3, resulting in decreased Sp1/Sp3 acetylation. To further explore the link between acetylation and degradation of Sp1/Sp3, we used a knockdown of HDAC1 and inhibitor treatment with trichostatin A (TSA) and vorinostat (SAHA). Knockdown of HDAC1 reversed the increased protein levels of Sp1/Sp3 induced by captopril and greatly increased the ubiquitination of Sp1/Sp3 (Fig. S7C), which was consistent with the results with TSA or SAHA treatment (Fig. S7D). Moreover, captopril induced more binding of Sp1/Sp3 with AMPKα1 and AMPKα2 promoters, which was suppressed by the HDAC1 inhibitor TSA or SAHA (Fig. 8G, H). Evaluation of luciferase activity revealed results were similar to those with the ChIP assay (Fig. 8I). To further investigate the changing affinity of Sp1/Sp3 to the promoters in chromatin context, we performed a series of ChIP assays. Captopril significantly increased HDAC1 and HDAC2 binding to the promoters but had no effect on HDAC6 (Fig. S8A, B). In contrast, no changes were observed in the classical acetyltransferase p300/CBP binding to the promoters (Fig. S8C, D). Captopril enhanced the Flag-Sp1-WT or Flag-Sp3-WT binding to the AMPKα1 and AMPKα2 promoters. However, the mutated Sp1 and Sp3 exhibited lesser affinity to the promoters and no response to captopril (Fig. S8E, F). The reduction of Sp1/Sp3 with siRNA Sp1/Sp3 or overexpression with Ad-Sp1/Sp3 also changed their affinity to the promoters, confirming that the specific recruitment of factors to a particular promoter actually responds to the factor level (Fig. S9A–H). Collectively, HDAC1-induced Sp1/Sp3 deacetylation was responsible for captopril-induced AMPKα1/AMPKα2 transcription activation.

To further verify the role of the bradykinin B1 receptor in signaling, we used Des-Arg9-Bradykinin (a selective B1 receptor agonist) to directly activate the B1 receptor, instead of captopril. Similar results were also found in Des-Arg9-Bradykinin-treated HUVECs (Fig. S10).

## Discussion

Hypertension is the leading preventable risk factor for cardiovascular disease, which is the greatest contributor to all-cause mortality worldwide^26^. Due to the widespread use of antihypertensive medications, the global MBP has remained constant or decreased slightly over the past 4 decades^27^. Hypertension has been linked to deficient NO levels and increased vascular production of ROS caused by endothelial dysfunction^28^. It is imperative that we explore the mechanisms underlying hypertension and identify potential biomarkers and strategies for its prevention and treatment. In this study, we demonstrated that endothelial-specific Sp1/Sp3 deletion resulted in endothelial dysfunction and hypertension, and that captopril, an ACE inhibitor and traditional antihypertensive drug, exerted part of its pharmacological effect by modulating Sp1/Sp3 levels in endothelial cells.

Characterized by three conserved zinc fingers, Sp1 and Sp3 are widely expressed in mammalian cell types as transcription activators or suppressors. They bind with the same affinity and specificity to the GC box or closely related GT box in the regulator regions of numerous genes^29,30^. Sp1-deficient mouse embryos are severely retarded in development, showing a wide range of defects, and die on approximately day 11 of gestation^11^. Sp3-deletion mouse embryos showed a range of severe cardiac malformations causing damage to circulation at embryonic day 14.5^12^. In our prior investigation, we have generated inducible endothelium-specific Sp1/Sp3-knockout mice, by breeding *Sp1*^*fl/fl*^*/Sp3*^*fl/fl*^ with *VE-CAD-CreER*^*T2*^ mice^15^. The loss of Sp1/Sp3 delayed the angiogenesis in neonatal retinas, reparative angiogenesis to hindlimb ischemia and skin wound, even the angiogenesis in the subcutaneous tumor. From previous studies, we suspected that Sp1 and Sp3 played an important role in the pathogenesis of cardiovascular diseases. Indeed, the dKO mice reproduced some features of human hypertension including decreased eNOS activity, endothelial dysfunction, and cardiac hypertrophy. Sp1 and Sp3 were downregulated in aortic endothelial cells from Ang II-induced hypertensive mice and in mesenteric aortic endothelial cells from hypertensive patients. Ang II, ET-1, or H_2_O_2_-mediated Sp1/Sp3 downregulation in endothelial cells may be a common mechanism in the early development of hypertension. This study demonstrated that Sp1/Sp3 protect against endothelial dysfunction and hypertension, enhancing our understanding of the functions of Sp1 and Sp3.

AMPK, a highly conserved serine/threonine protein kinase involved in regulating cellular and whole organ metabolism, contains α, β, and γ subunits, each with two or more isoforms^31^. AMPK in endothelial cells has been implicated in the regulation of glucose metabolism^32^, lipid metabolism^33^, nitric oxide production^33^, atherosclerosis^34^, and angiogenesis^35^. In the endothelial cell layers in the aortas of AMPKα1^−/−^ or AMPKα2^−/−^ mice, caveolin-1 levels were markedly elevated, which decreased eNOS activity when compared to wild-type mice^9^. AMPK regulates eNOS activity via HuR-mediated caveolin-1, which inhibits eNOS as a “clamp” instead of changing its phosphate level^9^. In this study, eNOS activity and eNOS-dependent vasodilation were severely impaired in dKO mice, but the p-eNOS level was similar to that of CTR mice. To gain an insight into the possible reason behind these phenomena, we explored the link between Sp1/Sp3 and AMPKα. Sp1/Sp3 directly bound to the predicted sites in the AMPKα1 and AMPKα2 promoter regions crucial for transcription activation; this binding was inhibited by MITA. MITA is an anti-carcinogenic compound in various tumors due to its capacity to inhibit mRNA synthesis^36^. It binds preferentially to GC-rich regions of gene promoters, thus preventing binding of the transcription factors Sp1/Sp3^37^. However, we demonstrated that intraperitoneal administration of MITA repressed Ach-induced vasodilation and severe endothelial dysfunction in C57BL/6J mice, which highlights its cardiovascular toxicity and limits its clinical application. Here, we identified Sp1/Sp3 as the transcription factors of AMPKα1 and AMPKα2. Our results enrich the understanding of the regulatory mechanism of AMPKα expression.

Endothelial dysfunction including senescence, apoptosis, and impaired vasodilation plays a vital role in the development of cardiovascular diseases. Gene silencing or inhibition of Sp1/Sp3 led to severe endothelial dysfunction and hypertension, and overexpression of Sp1/Sp3 ameliorated endothelial senescence and apoptosis induced by Ang II; this suggests that Sp1/Sp3 may represent potential targets for drug design to treat cardiovascular diseases. Indeed, endothelial Sp1 and Sp3 were responsible for the anti-hypertension and anti-endothelial dysfunction effects of captopril, which is the major finding of this study. Most ACEIs, including captopril, have a region containing the ‘special sequence,’ which is crucial for binding with the B1 receptor^38^. Our in vivo results showed that captopril improved eNOS activity, enhanced endothelium-dependent vasodilation, and alleviated the apoptotic effects of Ang II in CTR versus dKO mice. This suggests that Sp1/Sp3 are likely downstream targets of captopril. Recent studies suggested that captopril could increase phosphorylation of Thr172 in AMPKα in primary neuron cells^39^ and in WT mice hearts^40^. In our study, we found that captopril could decrease Sp1/Sp3 acetylation and increase Sp1/Sp3 protein levels, thus increasing AMPKα1/AMPKα2 transcription and improving endothelial function; this was abolished by B1 receptor blockage. Mechanistically, acetylated Sp1/Sp3 were ubiquitinylated and degraded by proteasomes, and this could be enhanced by HDAC1 siRNA or inhibitors. Unlike captopril, pathological stimuli such as Ang II, ET-1, and H_2_O_2_ increased acetylation and ubiquitination levels of Sp1/Sp3, thus suppressing AMPKα1/AMPKα2 transcription. This study identified a molecular mechanism by which captopril improves endothelial function and protects against hypertension.

We previously reported that administration of ACEI significantly improved angiogenesis and exerted protective effects in CTR mice, but failed to rescue the deleterious phenotype resulting from endothelial Sp1/Sp3 deletion. We have identified USP7 as an ACEI-activated deubiquitinating enzyme that translocated into the nucleus binding to Sp1/Sp3, which are deacetylated by HDAC1^15^. In this study, we also demonstrated that acetylation regulated by HDAC1 and ubiquitination played a vital role in captopril-mediated regulation of Sp1/Sp3 and further antihypertensive efficacy. Indeed, USP7 and HDAC1 are known to play important roles in regulating the activity or abundance of numerous genes and proteins. We restricted our investigation to the effect of HDAC1-mediated deacetylation on Sp1/Sp3 binding with USP7, however, the relationships between the HDAC1 and USP7 require further investigation.

## Methods

### Ethical statement

Animal experiments were approved by the Animal Care Committee of Shandong University and were performed in compliance with the Animal Management Rules of the Chinese Ministry of Health. All animal experiments conformed to the guidelines of Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. All ethical guidelines were adhered to whilst carrying out this study.

### Cell culture and treatments

Human umbilical vein endothelial cells (HUVECs) were isolated from normal human umbilical veins, which were collected from Qilu Hospital of Shandong University. Isolation of the HUVECs had IRB approval and the patients gave written informed consent. HUVECs were cultured in Endothelial Cell Medium (ECM; Sciencell) supplemented with 5% heat-inactivated fetal bovine serum (ScienCell), 1% penicillin/streptomycin (ScienCell), and 1% endothelial cell growth supplement (ECGS; ScienCell). HEK293T cells were obtained from American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured in DMEM/high-glucose media (Gibico, NY, USA) supplemented with 10% fetal bovine serum (Gibico, NY, USA) and antibiotics. The Bovine aortic endothelial cells (BAECs) was obtained from OTWO (Guangzhou, China) and cultured in Medium 199 (Gibico, NY, USA) with 10% fetal bovine serum and antibiotics. All cells were cultured at 37 °C with 5% CO_2_. Cells at passages 3 to 8 were used.

Stimuli were used in this study: (1) Ang II (a final concentration of 1 μmol/L in culture medium, ApexBio, TX, USA, Cat# A1042). (2) ET-1 (a final concentration of 100 nmol/L in culture medium, MCE, NJ, USA, Cat# HY-P0202). (3) H_2_O_2_ (a final concentration of 200 μmol/L in culture medium, Sigma-Aldrich, MO, USA, Cat# 88597). (4) Captopril (a final concentration of 10 μmol/L in culture medium, Sigma-Aldrich, MO, USA, Cat# C4042). (5) des-Arg9-[Leu8] bradykinin (B1 blocker, a final concentration of 1 μmol/L in culture medium, Sigma-Aldrich, MO, USA, Cat# B6929). (6) Fasitibant chloride hydrochloride (B2 blocker, a final concentration of 1 μmol/L in culture medium, MCE, NJ, USA, Cat# HY-106277A). (7) Trichostatin A (TSA, a final concentration of 10 μmol/L in culture medium, Sigma-Aldrich, MO, USA, Cat# T1952). (8) Vorinostat (SAHA, a final concentration of 10 μmol/L in culture medium, Sigma-Aldrich, MO, USA, Cat# SML0061). (9) Mithramycin A (MITA, a final concentration of 200 nmol/L in culture medium, MCE, NJ, USA, Cat# HY-A0122). (10) 3-Methyladenine (3-MA, a final concentration of 5 mmol/L in culture medium, MCE, NJ, USA, Cat# HY-19312). (11) Chloroquine (CQ, a final concentration of 20 μmol/L in culture medium, MCE, NJ, USA, Cat# HY-17589A). (12) MG-132 (a final concentration of 10 μmol/L in culture medium, MCE, NJ, USA, Cat# HY-13259). (13) N-acetyl-L-cysteine (NAC, a final concentration of 300 μmol/L in culture medium, Sigma-Aldrich, MO, USA, Cat# A7250). (13) Des-Arg9-Bradykinin (a final concentration of 1 μmol/L in culture medium, MCE, NJ, USA, Cat# HY-P0298).

### Animals

Mice expressing the Cre recombinase under control of the VE-Cadherin promoter/ enhancer (*VE-CAD-CreER*^*T2*^) were a gift from Prof. Yulong He in Soochow University^41^. Sp1-floxed (*Sp1*^*fl/fl*^) and Sp3-floxed (*Sp3*^*fl/fl*^) mice were obtained from Prof. Sjaak Philipsen (Erasmus University Medical Center, Rotterdam)^14^. As previously described^15^, to ablate Sp1 and Sp3 specifically in the endothelium (Sp1/Sp3^ECKO^), *Sp1*^*fl/fl*^ and *Sp3*^*fl/fl*^ mice were crossbred with *VE-CAD-CreER*^*T2*^ mice to obtain *VE-CAD-CreER*^*T2+*^*/Sp1*^*fl/fl*^*/Sp3*^*fl/fl*^ mice (dKO), which were intraperitoneally injected with tamoxifen (50 mg/kg) for 5 consecutive days. Littermate *VE-CAD-CreER*^*T2-*^*/Sp1*^*fl/fl*^*/Sp3*^*fl/fl*^ mice were treated with the same dose of tamoxifen as controls (CTR). For MITA treatment, C57BL/6J mice were administered MITA (0.4 mg/kg body weight, MCE, NJ, USA) or vehicle via intraperitoneal injection twice a week for 3 weeks as described^42^. For adenoviral injections, CTR or dKO mice received tail vein injections of 100 μL adenoviral vectors that expressed LacZ or constitutively active AMPK (CA-AMPK, 4 × 10^10^ viral particles). For captopril treatment, CTR or dKO mice were administered captopril (10 mg/kg body weight, Sigma-Aldrich, MO, USA) or vehicle via intraperitoneal injection per day for 4 weeks. At the end of the experiments, the mice were terminated by CO_2_ anesthesia.

Mice were housed at 25 °C, 12-h light/dark and were euthanized using an overdose of anesthesia with 1–1.5% isoflurane, followed by exsanguination and tissue removal. Animal experiments were approved by the Animal Care Committee of Shandong University (KYLL-2018-012) and were performed in compliance with the Animal Management Rules of the Chinese Ministry of Health. All animal experiments conformed to the guidelines of Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

### Ang II-induced hypertension in mice

Ang II-induced hypertension in mice was performed as described^43^. Male mice at 10 to 12 weeks of age were used in Ang II-induced hypertension model by subcutaneous infusion of Ang II (ApexBio, TX, USA) at a dose of 1000 ng/kg/min or saline using osmotic minipumps (Alzet MODEL 2006; DURECT, CA, USA) for 28 days. Captopril (10 mg/kg body weight, Sigma-Aldrich, MO, USA) or vehicle was used 48 h before minipumps implantation in CTR or dKO mice.

### Histological analysis

Artery samples were fixed in 4% paraformaldehyde solution for paraffin embedding. Frozen tissues were embedded in the O.C.T. compound (Tissue-Tek). Sections were blocked in 5% goat serum for 1 h at room temperature, then incubated with primary antibody at 4 °C overnight. The primary antibodies used in this study was as follows. CD31 (1:100, #ab28364, Abcam; 1:100, #ab9498, Abcam), caveolin-1 (1:50, #3267, Cell Signaling Technology), Sp1 (1:50, #sc−420, Santa Cruz Biotechnology Inc.), Sp3 (1:50, #sc-28305, Santa Cruz Biotechnology Inc.), p-AMPKα (Thr172, 1:100, #50071, Cell Signaling Technology). After washing with phosphate buffered saline, samples were incubated with Alexa Fluor-labeled secondary antibody at room temperature for 1 h including Alexa Fluor 488 (1:200, #ab150077, Abcam; 1:200, #ab150113, Abcam), Alexa Fluor 594 (1:200, #ab150080, Abcam; 1:200, #ab150116, Abcam). Finally, nuclei were stained with 4,6’-diamidino-2-phenylindole (DAPI, #ab104139, Abcam) for 5 min at room temperature, and immunofluorescence was analyzed under a florescent microscope.

### Plasmids and RNA interference

All constructs were confirmed by DNA sequencing. Lipofectamine 2000 reagents (Thermo Scientific, USA) were used for transient transfection of plasmids into HEK293T and HUVECs. Lipofectamine RNAiMAX reagents (Thermo Scientific, USA) were used for transient transfection of siRNA into cells. All siRNA listed in Supplementary Table II were obtained from GenePharma (Shanghai, China).

### Western blot analysis

Cells were lysed in RIPA lysis buffer (#R0010, Solarbio, Beijing, China) with the addition of protease inhibitor (#CW2200, CWBIO, Beijing, China) and phosphatase inhibitor (#CW2383, CWBIO, Beijing, China). Proteins were resolved in 10% SDS-PAGE gels and transferred to PVDF membrane (Millipore, USA). Membranes were blocked for 2 h at room temperature in TBST containing 5% fat-free milk and incubated with primary antibodies at 4 °C overnight. After TBST washing, membranes were incubated with secondary antibody (Proteintech, Wuhan, China) for 1 h at room temperature. After TBST washing, bands were scanned and analyzed by using Amersham Imager 680 (GE, MA, USA). The primary antibodies used in this study were as follows. GAPDH (1:1000, #5174, Cell Signaling Technology), eNOS (1:1000, #32027, Cell Signaling Technology), p-eNOS (Ser1177, 1:1000, #9570, Cell Signaling Technology), AMPKα1 (1:1000, ab32047, Abcam), AMPKα2 (1:1000, ab3760, Abcam), p-AMPKα (Thr172, 1:1000, #50081, Cell Signaling Technology), caveolin-1 (1:1000, #3267, Cell Signaling Technology), p16 (1:1000, #80772, Cell Signaling Technology), p21 (1:1000, #2947, Cell Signaling Technology), ubiquitin (1:1000, #3936, Cell Signaling Technology), Flag-tag (1:1000, #14793, Cell Signaling Technology), HDAC1 (1:1000, #34589, Cell Signaling Technology), p62 (1:1000, #39749, Cell Signaling Technology), Sp1 (1:1000, #07-645, Millipore), Sp3 (1:1000, #ab227856, Abcam), p-ULK1 (Ser555, 1:1000, #5869, Cell Signaling Technology), ULK1 (1:1000, #8054, Cell Signaling Technology), LC3A/B (1:1000, #12741, Cell Signaling Technology), caspase3 (1:1000, #14220, Cell Signaling Technology), cleaved-caspase3 (1:1000, #9661, Cell Signaling Technology), bradykinin B1 receptor (1:1000, #sc-293196, Santa Cruz Biotechnology Inc.).

### Immunoprecipitation (IP)

Cells were lysed in Pierce IP Lysis Buffer (#87788, Thermo Scientific) and protease inhibitor cocktail. Then proteins were quantified using BCA Assay Kit (Solarbio, Beijing, China). For immunoprecipitation analysis, 500 μg of protein from cells were prepared. To preclear the sample, the samples were incubated with 20 μL of Protein A&G magnetic beads (Bimake, Shanghai, China) for 1 h at 4 °C with constant rotation. Simultaneously, 2 μg antibody was incubated with 30 μl magnetic beads at 4 °C overnight with constant rotation. The magnetic beads were then washed 4 times with IP buffer, and immunoprecipitated proteins were eluted from magnetic beads by 1x loading buffer (CWBIO, Beijing, China) and then were incubated at 100 °C for 5 min. The immunoprecipitated proteins were subject to Western blot analysis.

### Blood pressure measurements

Systolic, diastolic, and mean blood pressure of conscious mice was recorded indirectly and non-invasively by using a tail-cuff system (BP-2010E; Softron). After animals were placed in a hop pocket, the sensor was positioned on the base of the tail. Then the hop pockets were kept in a prewarmed box at 37 °C and pressure was measured for 20 min during the daytime (14:00 to 17:00 h) every day. Mice were acclimated to the system for 7 consecutive days before blood pressure measurement. Data were calculated as the mean blood pressure of 3 sequential days, and blood pressure was measured at least 3 times in each animal.

### Measurement of vascular reactivity of mesenteric arteries

After sacrifice of mice, the second-order mesenteric arteries were isolated from adult male mice, mounted on an Automated Multi Wire Myograph System (#630MA, DMT, Aarhus, DK). Briefly, two tungsten wires (40 μm diameter) were carefully inserted into the arterial lumen, and fixed to a force transducer and a micrometer respectively. Mesenteric arteries were bathed in an oxygenated organ chamber containing physiological salt solution (PSS solution, 130 mM NaCl, 4.7 mM KCl, 24.9 mM NaHCO_3_, 1.18 mM KH_2_PO_4_, 1.17 mM MgSO_4_, 1.6 mM CaCl_2_, 0.026 mM EDTA, and 5.5 mM glucose) and set to the baseline circumference. After stabilizing for 30 min, mesenteric artery viability was tested using a potassium-rich solution (60 mM). Endothelium-dependent relaxation (EDR) was induced by acetylcholine (ACh, MCE, NJ, USA, 10^−10^ to 10^−4 ^mol/L) in phenylephrine (Sigma-Aldrich, MO, USA, 10 μmol/L) pre-contracted segments with or without L-nitro-arginine methyl ester (L-NAME, Sigma-Aldrich, MO, USA, 30 min, 100 μmol/L). Cumulative concentration response curves in response to sodium nitroprusside (SNP, Sigma-Aldrich, MO, USA, 10^−10^ to 10^−4 ^mol/L) were used to assess the endothelial-independent relaxation of vessels.

For ex vivo assay, mesenteric arteries from Ang II-induced mice were separately incubated vehicle, captopril (10 μmol/L), lisinopril (10 μmol/L, MCE, NJ, USA, Cat# HY-18206), ARB (valsartan, 10 μmol/L, MCE, NJ, USA, Cat# HY-18204), captopril with B1 blocker (1 μmol/L) and captopril with B2 blocker (1 μmol/L) in PSS solution for 6 h before measurement.

### Primary endothelial cell isolation and culture

Mouse lung endothelial cells (MLECs) were isolated from adult mice as described^44^. Briefly, lungs were harvested, shredded, and digested with 0.1% collagenase in PBS for 45 min. The digest was homogenized by multiple passages through a 20-gauge needle, then filtered through a 70-μm tissue sieve. MLECs were isolated by immunoselection with CD31-conjugated (BD Pharmingen, CA, USA) magnetic beads (Invitrogen, USA). When plated cells reached confluency, a second immuno-isolation was performed with magnetic beads conjugated with intercellular adhesion molecule 2 (BD Pharmingen, CA, USA). Cells from passages 1 to 3 were used.

Mouse aortic endothelial cells (MAECs) were isolated and cultured using the primary explant technique as previously described^45^. Briefly, mice were anaesthetized, the aorta was dissected and immersed immediately in the Kreb’s solution. After fat and connective tissue was carefully cleaned, the vessel was opened longitudinally and cut into small pieces about 1–2 mm^2^ and plated with the intima side down in a fibronectin-coated culture dish. A small amount of culture medium (containing: DMEM/F12, 20% FCS, 25 U/ml heparin, 100 U/ml penicillin, 100 U/ml streptomycin, and 10 ng/ml ECGs) was added into the dish. The explants were placed in an incubator at 37 °C in 5% CO_2_ atmosphere. After 24 h, more medium was added. About 5–7 days, the endothelial cells began to migrate from the aortic segments. When reaching confluence, cells were then subcultured with 0.25% trypsin with 0.02% EDTA. Passage 2 to 5 of endothelial cells were used in this study.

### NO detection (nitrite/nitrate detection)

NO production was determined by detecting the nitrite level using Griess reagent (Jian-Cheng Bioengineering Institute, Nanjing, China) according to the manufacturer’s instructions. The first step converted nitrate to nitrite by using nitrate reductase. The second step used Griess Reagent to convert nitrite to a deep purple azo compound. The amount of the azochromophore accurately reflected nitric oxide amount. The production of NO in both cell lysate and serum was measured at an absorbance of 540 nm. The production of NO in lysate was normalized to protein concentrations. Total protein concentration was measured by the BCA method.

### eNOS activity detection

eNOS activity of endothelial cells was measured by using the Nitric Oxide Synthase Activity Assay Kit (#ab211083, Abcam, Cambridge, UK). In the presence of NADPH, FAD, FMN, (6R)-5,6,7,8-tetrahydrobiopterin, calmodulin and heme, NOS catalyzes a five-electron oxidation of the guanidino nitrogen of L-arginine with molecular oxygen to generate NO and L-citrulline. eNOS activity measurement was based on citrullin conversion. We measured the fluorescence of samples and standard curve on a microplate reader at Ex/Em = 360/450 nm. Protein concentration was determined by the BCA method. eNOS activity was expressed as pmol/mg protein/min.

### Echocardiography

Echocardiography was performed with a Micro-Echocardiography system (Vevo 2100; Visual Sonics). Mice were anesthetized with isoflurane. The fur of mice was removed from the chest with depilatory cream, and animals were placed supine on a 37 °C tempered platform with all legs taped to electrocardiography electrodes for heart rate monitoring. 2D images and M-mode tracings were recorded from the short-axis view at the high papillary muscle level. The following parameters were measured: left ventricular posterior wall thickness, ejection fraction, and fractional shortening.

### RNA-seq analysis

Total RNA was extracted from MLECs of CTR and KO mice using Trizol reagent (Invitrogen, USA) according to manufacturer’s instructions, followed by DNase I treatment to remove DNA contamination. RNA purity was checked using the NanoPhotometer® spectrophotometer (Thermo Fisher, MA, USA). RNA concentration was measured using Qubit® 3.0 Fluorometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Sequencing libraries were generated using NEB Next® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations. The library fragments were purified with AMPure XP system (Beckman Colter, Beverly, USA). The libraries were sequenced on the Illumina novaseq 6000 platform and 150 bp paired-end reads were generated (Anoroad, Beijing, China).

Fastq files were initially subjected to a quality control step using FastQC (v0.10.1), and the reads were then trimmed using Trimmomatic. To accurately quantify human gene expression, we applied a two-step alignment. The filtered reads were first mapped to a combined reference genome from mouse (mm39) using STAR (v2.7.1a). The reads that uniquely aligned to the mouse genome were extracted and converted into fastq format by sambamba. We then aligned the cleaned mouse reads to the mm39 genome for downstream analyses. Differential expression genes (DEGs) were defined using DESeq2 with the adjusted *P* value < 0.05 and absolute log2(fold-change) > 1.5.

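With no threshold on the fold change, 6614 genes had an adjusted p under 0.05 from limma, 2549 higher and 4065 lower in dKO MLECs. The count fell to 4222 (1708 higher and 2514 lower) when only the 7891 genes with at least 5 FPKM in at least 6 libraries were tested. The share of higher genes was 38.5%, and it was 51.6% (3213 higher and 3012 lower) with median-of-ratios scaling, an alternative chosen after seeing the data. With a threshold of 1 on the absolute log2 fold change, also chosen after seeing the data, 739 genes passed, 477 higher and 262 lower.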

### RNA extraction and quantitative RT-PCR

Total RNA was extracted from mouse tissues or cells by using Trizol reagent (Invitrogen, USA) according to the manufacture’s protocol and reverse transcribed by using the HiScript III RT SuperMix for qPCR (Vazyme, Nanjing, China) according to the manufacturer’s protocol. Quantitative PCR was performed with the ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) and a CFX-96 system (Bio-Rad, USA). The relative expression of target genes in various groups was calculated with 2^−ΔΔCt^ methodology. GAPDH was used as housekeeping gene in this study. All primer sequences used for real-time PCR assays are in Supplementary Table I.

### Chromatin immunoprecipitation (ChIP) assay

ChIP assays were performed in HUVECs. In brief, HUVECs with different treatments were incubated with 1% fresh paraformaldehyde at room temperature for 10 min to crosslink the histone/transcription factor complexes with DNA, followed by 0.1% glycine incubation at room temperature for 5 min. The nuclei pellets were sonicated using a sonicator. After centrifugation, the chromatin was immunoprecipitated with antibodies against Sp1 (1:50 dilution, Millipore, #07-645), Sp3 (1:50 dilution, Abcam, ab227856), normal rabbit IgG (CST, #2729), HDAC1 (1:50 dilution, CST, #34589), HDAC2 (1:50 dilution, CST, #57156), HDAC6 (1:50 dilution, CST, #7558), p300 (1:50 dilution, CST, #54062), and CBP (1:50 dilution, CST, #7389) overnight with gentle rotation. The protein/DNA complexes were immunoprecipitated by 30 μl ChIP grade protein G magnetic beads with rotation for 2 h at 4 °C, followed by three washes in low-salt buffer and one wash in high-salt buffer, and elution at 65 °C for 30 min. The eluted protein-DNA complexes were reversed with proteinase K at 65 °C for 2 h. The DNA was purified and then amplified by quantitative real-time PCR with the following primers targeted to the human AMPKα1 promoter (−88/+17), forward primer: 5’-CCGCCTAATCGTTCCAGGAA-3’ and reverse primer: 5’-GGGGCTGCCAGGAGAATC-3’; human AMPKα2 promoter (−204/−94), forward primer: 5’-TGTCGCTGCTTCGGGTTC-3’ and reverse primer: 5’-CAGGTGGGAAGCAACGGG-3’. The ChIP-qPCR data were reported as percentage of input, which can be calculated by the formula:

$$\%\, {{{\mbox{of input}}}}=2^{\wedge}{(({{{{{\rm{Ct}}}}}}({{{{{\rm{input}}}}}})-\log 2({{{{{\rm{dilution\; factor}}}}}}))-{{{{{\rm{Ct}}}}}}({{{{{\rm{ChIP}}}}}}))} * 100\%.$$

The input sample used was 10% of the DNA amount, and thus the dilution factor is 10.

### Luciferase reporter assay

Luciferase reporter transfection and dual-luciferase assay were performed using the Promega Dual-Luciferase® Reporter Assay System. In brief, HUVECs or 293T cells were seeded in 24-well plates and transfected by using Lipofectamine 2000 (Invitrogen, CA, USA) with 100 ng report vector (carrying firefly luciferase, Promega, WI, USA) inserted with indicated target sequences; empty vector was the control. PRL-TK vector (carrying renilla luciferase, Promega, WI, USA) was co-transfected as an internal control. At 48 h after transfection, cells were lysed by using passive lysis buffer (Promega, WI, USA) and subjected to luciferase assay according to the manufacturer’s protocol.

### Flow cytometry

Cell apoptosis after Ang II (MCE, NJ, USA) stimuli was determined by using the FITC Annexin V Apoptosis Detection Kit I (BD Biosciences, CA, USA). Cells were harvested and resuspended in 100 µL of Annexin V binding buffer containing 5 µl propidium iodide (PI) and 5 µl Annexin V-FITC for 15 min at room temperature in the dark. An amount of 400 μl Annexin V binding buffer was added to each tube. A dot plot was set up to detect size (forward scatter; FSC) and granularity (side scatter; SSC) using linear scale. Cellular debris were excluded by setting exclusion gates based on FSC and SSC. An untreated sample was run to adjust the voltage and gain for the FITC and PI detectors so that all cells can be detected in the bottom left quadrant. A treated sample stained with FITC alone was run to adjust the voltage and gain for the FITC detector so that the dead cells appear in the bottom right quadrant. A treated sample stained with PI alone was run to adjust the voltage and gain for the PI detector so that the dead cells appear in the top left quadrant. A treated sample stained with FITC and PI was run to adjust the compensation so that the live cells appear in the bottom left, the apoptotic cells appear in the bottom right, and the necrotic cells appear in the top right quadrants. Then each sample was run for at least 20,000 events. Flow cytometry was performed by using a FACSCalibur flow cytometer (BD Biosciences, CA, USA) and analyzed by FlowJo (version version 10.6.0).

### Human mesenteric artery samples

Human mesenteric arteries were obtained from 10 patients (4 male and 6 female) in the Department of Bariatric and Metabolic Surgery, General Surgery, Qilu Hospital, Shandong University. Five patients with hypertension with an average of 29 were included in this study. 5 patients without hypertension with an average of 27 were included in this study. All patients gave written informed consent to participate in the study. All procedures involving human samples were approved by the Ethical Committee of Qilu Hospital of Shandong University. All relevant ethical regulations were followed in this study.

### Statistics

Data are expressed as means ± SEM, and results were analyzed by using R (for RNA sequencing) and GraphPad Prism 8.0 (GraphPad Software, San Diego, CA). Normality assumption of the data distribution was assessed with the Kolmogorov–Smirnov test. For normally distribution, Student *t* test was used to compare 2 groups. Differences between multiple groups with one variable were determined by one-way ANOVA followed by Bonferroni’s post hoc test. To compare multiple groups with more than one variable, two-way ANOVA followed by Bonferroni’s post hoc test was used. Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE206586. All other data generated or analyzed during this study are included in this published paper (and its Supplementary Information files). Additional data related to this paper are available from the corresponding author on request. Source data are provided with this paper.

# Supplementary material for: Endothelial Sp1/Sp3 are essential to the effect of captopril on blood pressure in male mice
**Source:** Nat Commun. 2023 Sep 21;14:5891. doi: 10.1038/s41467-023-41567-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Figures and Figure legends

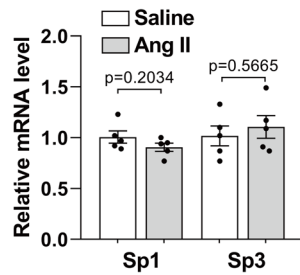

**Fig. S1. mRNA level of Sp1 and Sp3 in MAECs.**

**A**, qPCR analysis of *Sp1/Sp3* in mouse aortic endothelial cells (MAECs) isolated from Saline or AngII-treated mice.  $n = 5$ . Data are presented as mean  $\pm$  SEM. Two-tailed Student unpaired t test for **A**.

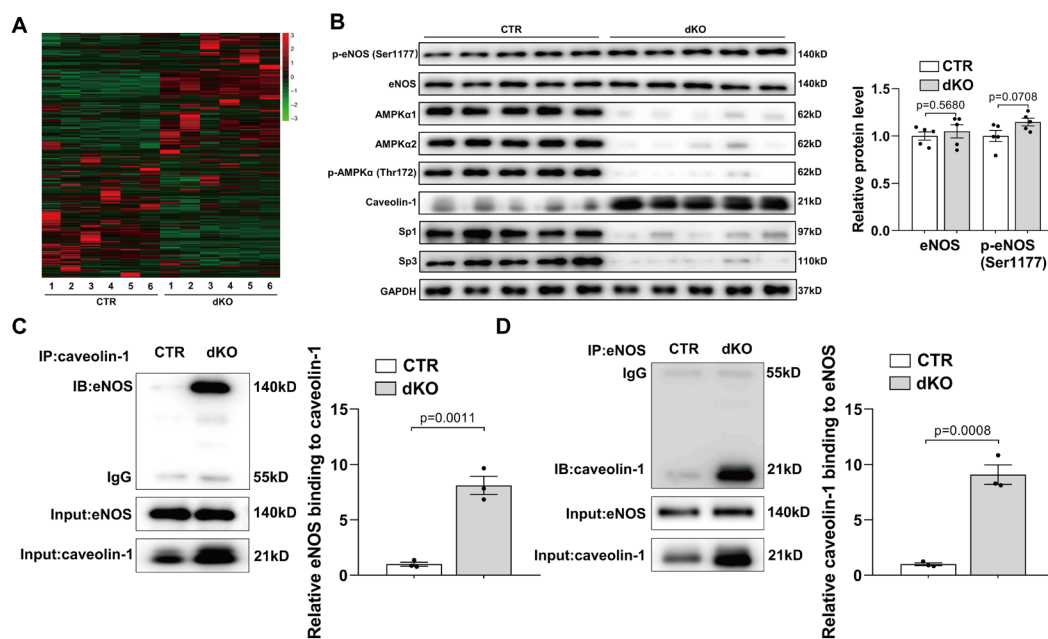

**Fig. S2. Analysis of MLECs from CTR and dKO mice.**

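At an adjusted p under 0.05 from limma and a change of more than 1.5-fold, 2232 genes differed between dKO and CTR MLECs, 1112 higher and 1120 lower in dKO. Of the alternatives set beforehand, a filter of at least 5 FPKM in at least 6 libraries moved this count most, to 1347 genes (692 higher and 655 lower). Scaling each library by the median of its gene ratios, chosen after seeing the data, gave 2184 genes, with 1341 higher and 843 lower. In a principal component analysis of the same log2 values, the first component held 58.3% of the variance and separated the groups, with CTR libraries between −37.9 and −18.6 and dKO libraries between 26.6 and 34.4.

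**Figure D3:**
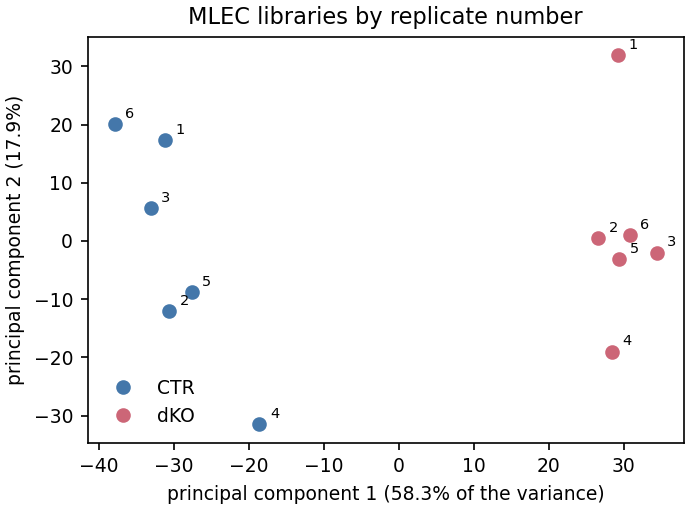
The 12 MLEC libraries on the first and second principal components of log2(FPKM + 1), with their replicate numbers. The groups lie apart on the first component, and the second component, with 17.9% of the variance, spreads libraries within each group.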

**A**, Heatmap represents genes with >1.5-fold upregulation or >1.5-fold downregulation in MLECs from dKO mice compared with CTR.  $n = 6$ . **B**, WB of p-eNOS (Ser1177), eNOS, Sp1, Sp3, AMPK $\alpha$ 1, AMPK $\alpha$ 2, p-AMPK $\alpha$  (Thr172), caveolin-1 in MAECs from CTR and dKO mice. Quantitative analysis of eNOS and p-eNOS (Ser1177) (right).  $n = 5$ . **C**, Co-immunoprecipitation (CoIP) analysis of eNOS immunoprecipitated with caveolin-1. **D**, Co-immunoprecipitation (CoIP) analysis of eNOS immunoprecipitated with caveolin-1.

anti-caveolin-1 antibody in MLECs from CTR and dKO mice. **D**, CoIP analysis of caveolin-1 immunoprecipitated with anti-eNOS antibody in mouse lung endothelial cells (MLECs) from CTR and dKO mice.  $n = 3$ . Data are presented as mean  $\pm$  SEM.

Two-tailed Student unpaired t test for **C** and **D**.

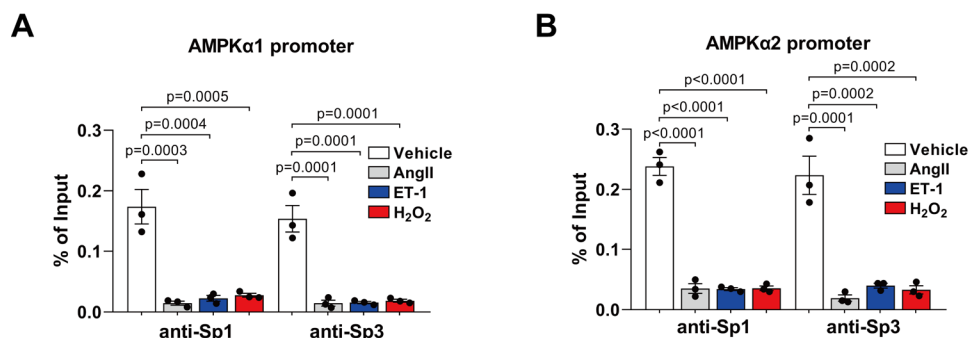

**Fig. S3. Ang II/ET-1/H<sub>2</sub>O<sub>2</sub> inhibited Sp1/Sp3 binding to AMPK $\alpha$ 1/AMPK $\alpha$ 2 promoter.**

**A** and **B**, Chromatin immunoprecipitation (ChIP) assay showing the binding of Sp1 or Sp3 to the (A) AMPK $\alpha$ 1 and (B) AMPK $\alpha$ 2 promoter in HUVECs with different treatments.  $n = 3$ . Data are presented as mean  $\pm$  SEM. One-way ANOVA followed by Bonferroni post hoc analysis for **A** and **B**.

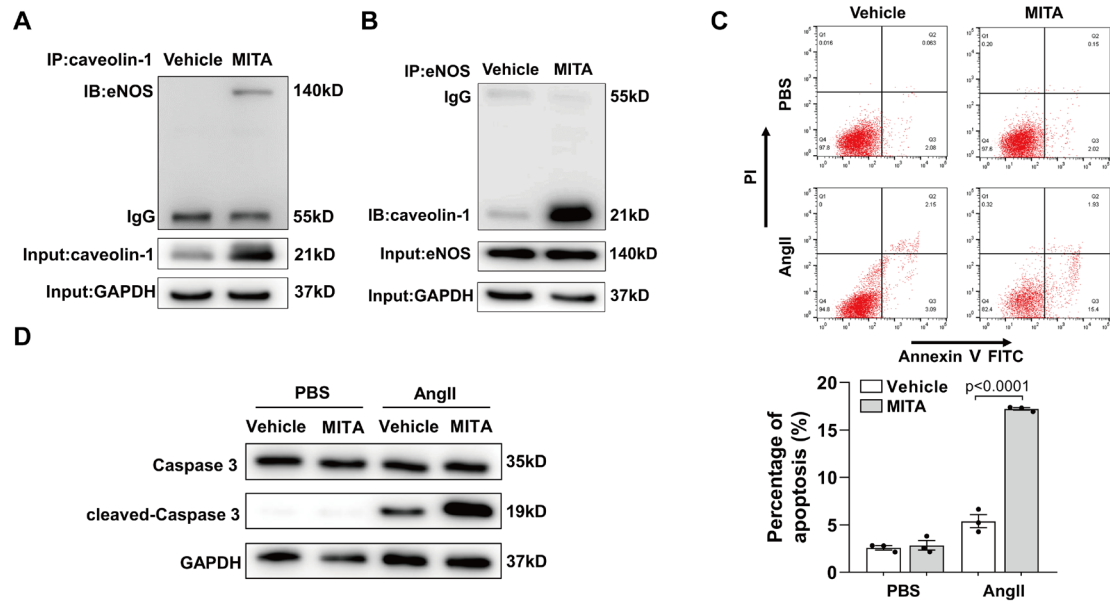

**Fig. S4. CoIP analysis of eNOS and caveolin-1 and apoptosis analysis in MLECs from vehicle and MITA treated mice.**

**A** and **B**, CoIP assay of (A) eNOS immunoprecipitated with anti-caveolin-1 antibody and (B) caveolin-1 immunoprecipitated with anti-eNOS antibody in MLECs from vehicle and MITA treated mice. **C**, MLECs from vehicle and MITA treated mice with different treatments were stained with fluorescein isothiocyanate (FITC)-conjugated annexin V and propidium iodide (PI) and analyzed by flow cytometry.  $n = 3$ . **D**, WB analysis of caspase 3 and cleaved-caspase 3 protein levels in MLECs from vehicle and MITA treated mice with different treatments. Data are presented as mean  $\pm$  SEM. One-way ANOVA followed by Bonferroni post hoc analysis for **C**.

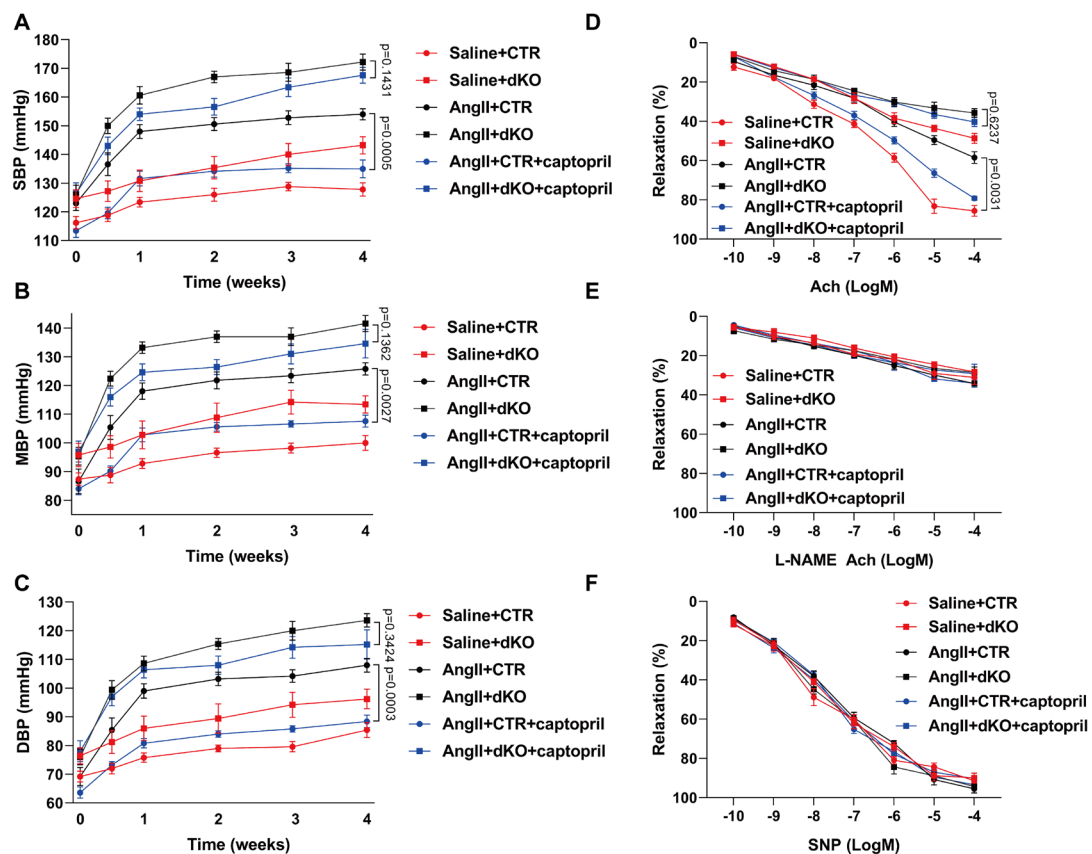

**Fig. S5. Endothelial Sp1 and Sp3 are responsible for captopril-mediated actions in Ang II-induced hypertensive mice**

**A to C**, Systolic blood pressure (SBP), mean blood pressure (MBP) and diastolic blood pressure (DBP) in different groups of mice.  $n = 5$ . **D to F**, Vascular reactivity of mesenteric arteries in different groups of mice to Ach with or without L-NAME pretreatment ( $10^{-4}$  mol/L, 30 min) and SNP.  $n = 5$ . Data are presented as mean  $\pm$  SEM. Two-way ANOVA followed by Bonferroni post hoc test for **A to E**.

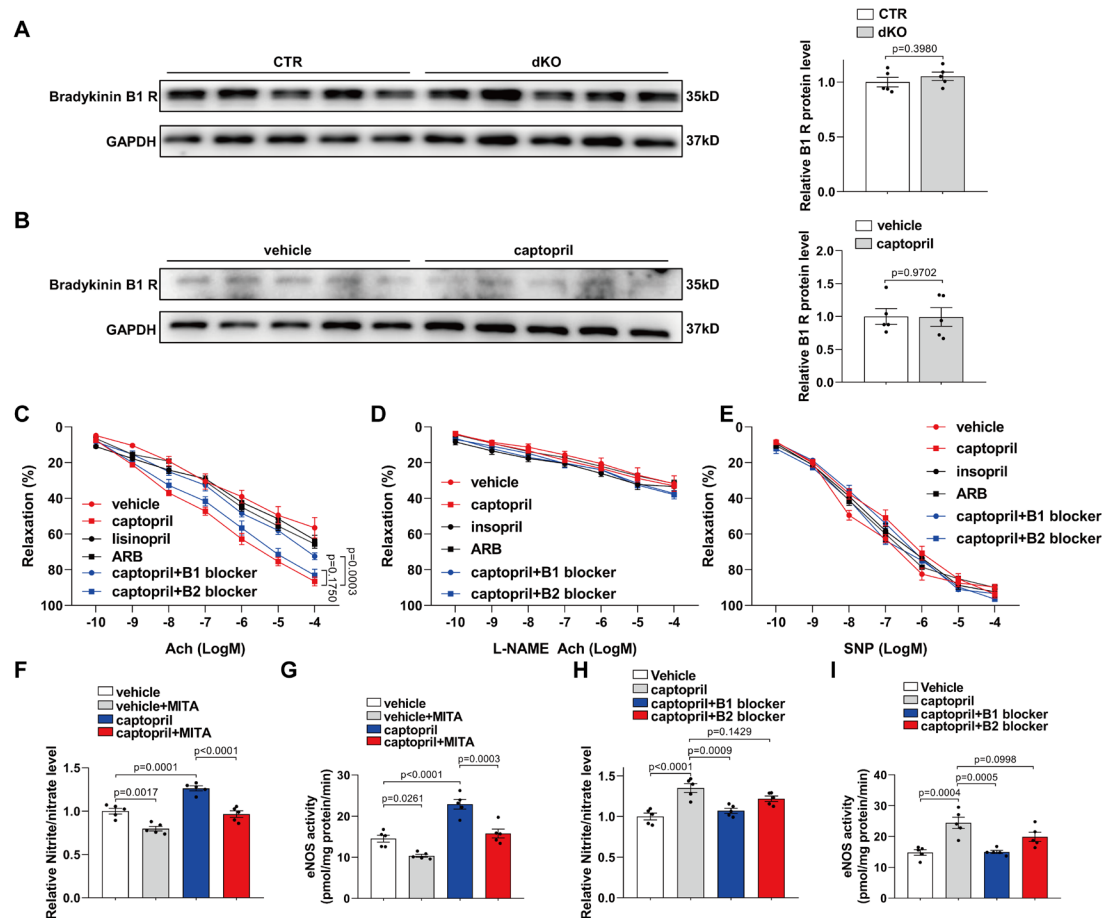

**Fig. S6. Captopril directly activates bradykinin B1 receptor.**

**A**, WB analysis of bradykinin B1 receptor in MLECs from CTR and dKO mice.  $n = 5$ . **B**, WB analysis of bradykinin B1 receptor in HUVECs treated with vehicle or captopril.  $n = 5$ . **C** to **E**, Mesenteric arteries from Ang II-induced hypertensive mice were respectively incubated in vehicle, captopril (10  $\mu\text{mol/L}$ ), lisinopril (10  $\mu\text{mol/L}$ ), ARB (valsartan, 10  $\mu\text{mol/L}$ ), captopril with B1 blocker (1  $\mu\text{mol/L}$ ) and captopril with B2 blocker (1  $\mu\text{mol/L}$ ) for 6 h before measurement. Then, vascular reactivity of mesenteric resistance arteries to Ach with or without L-NAME pretreatment ( $10^{-4}$  mol/L, 30 min) and SNP.  $n = 5$ . **F** and **G**, No production (**F**) and eNOS activity (**G**) of BAECs with different treatments.  $n = 5$ . **H** and **I**, No production (**H**) and eNOS activity (**I**) in BAECs with different treatments.  $n = 5$ . Data are presented as mean  $\pm$  SEM. Two-tailed Student unpaired t test for **A** and **B**. One-way ANOVA followed by Bonferroni post hoc analysis for **F** to **I**. Two-way ANOVA followed by Bonferroni post hoc test for **C**.

**A**

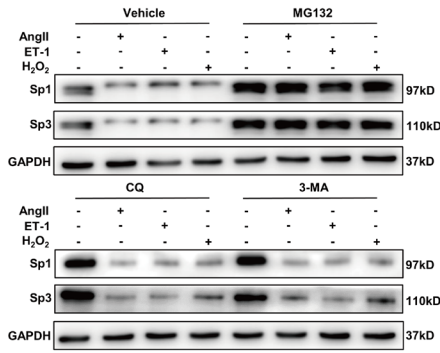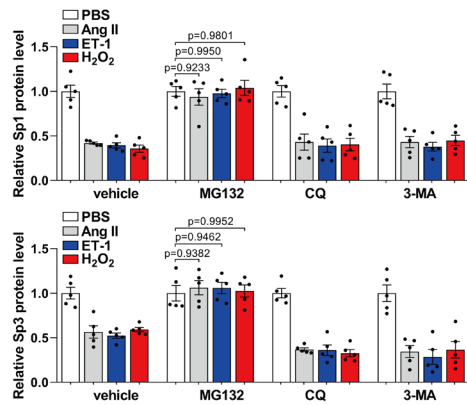

**B**

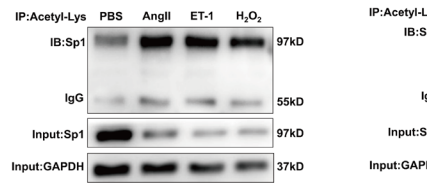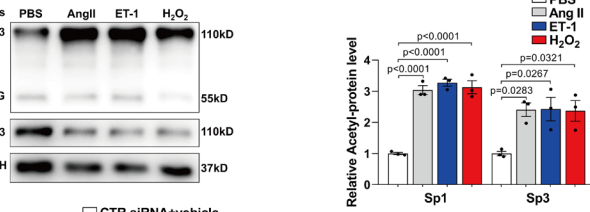

**C**

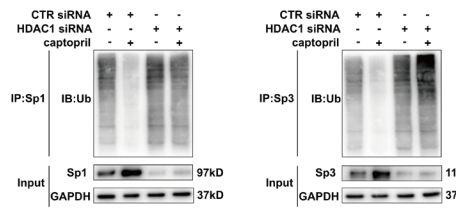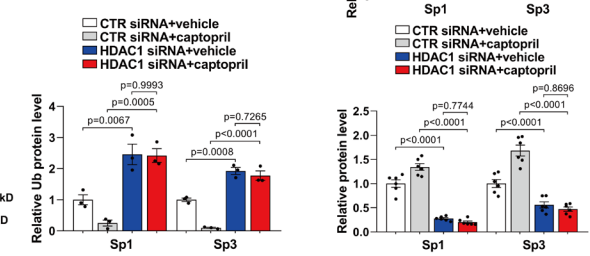

**D**

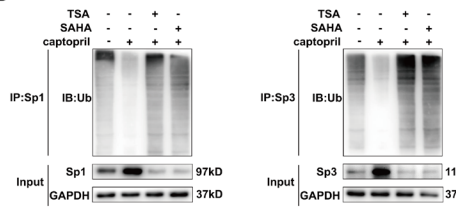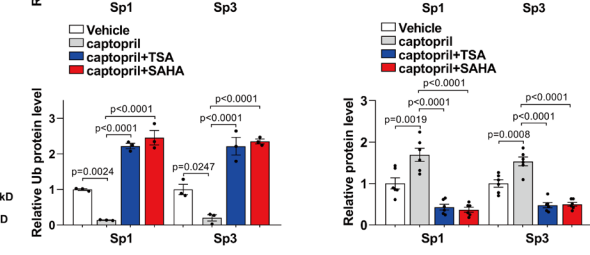

**Fig. S7. Ubiquitination and HDAC1-mediated deacetylation regulate the expression of Sp1/Sp3.**

**A**, WB analysis of Sp1 and Sp3 in HUVECs with different treatments. Quantified western blot analysis of Sp1 or Sp3 protein level (right).  $n = 5$ . **B**, CoIP assays of acetylation levels of Sp1 or Sp3 in HUVECs with different treatments. Quantified western blot analysis of acetyl-Sp1 or acetyl-Sp3 protein level (right).  $n = 3$ . **C**, CoIP assays of Sp1 or Sp3 ubiquitination in HUVECs transfected with CTR or HDAC1 siRNA treated with captopril. Quantified western blot analysis of ubiquitin, Sp1 or Sp3 protein level (right).  $n = 3$ . **D**, Co-IP assay of Sp1 or Sp3 ubiquitination in HUVECs with HDAC1 inhibitor TSA or SAHA. Quantified western blot analysis of ubiquitin, Sp1 or Sp3 protein level (right).  $n = 3$ . Data are presented as mean  $\pm$  SEM. One-way ANOVA followed by Bonferroni post hoc analysis for **A** and **B**. Two-way ANOVA followed by Bonferroni post hoc test for **C** and **D**.

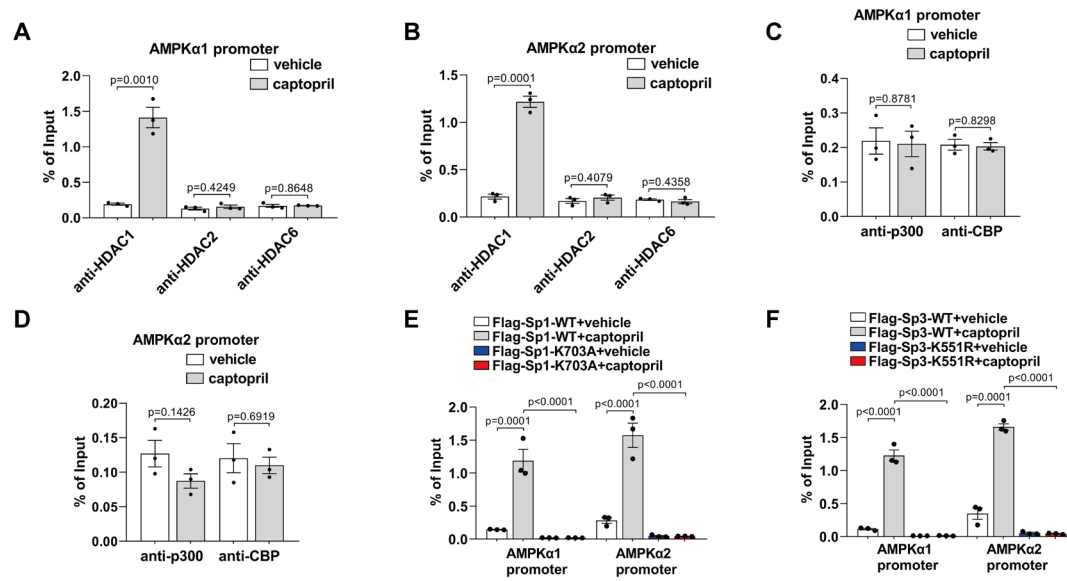

**Fig. S8. ChIP analysis in HUVECs treated with captopril.**

**A**, ChIP assay showing the binding of HDAC1, HDAC2, and HDAC6 to the AMPKα1 promoter in HUVECs treated with captopril.  $n = 3$ . **B**, ChIP assay showing the binding of HDAC1, HDAC2, and HDAC6 to the AMPKα2 promoter in HUVECs treated with captopril.  $n = 3$ . **C**, ChIP assay showing the binding of p300 and CBP to the AMPKα1 promoter in HUVECs treated with captopril.  $n = 3$ . **D**, ChIP assay showing the binding of p300 and CBP to the AMPKα2 promoter in HUVECs treated with captopril.  $n = 3$ . **E**, ChIP assay showing the binding of Sp1 to the AMPKα1/ AMPKα2 promoter in HUVECs transfected with different plasmids using anti-Flag antibody.  $n = 3$ . **F**, ChIP assay showing the binding of Sp3 to the AMPKα1/ AMPKα2 promoter in HUVECs transfected with different plasmids using anti-Flag antibody.  $n = 3$ . Data are presented as mean  $\pm$  SEM. Two-way ANOVA followed by Bonferroni post hoc analysis for **E** and **F**. Two-tailed Student unpaired t test for **A** to **D**.

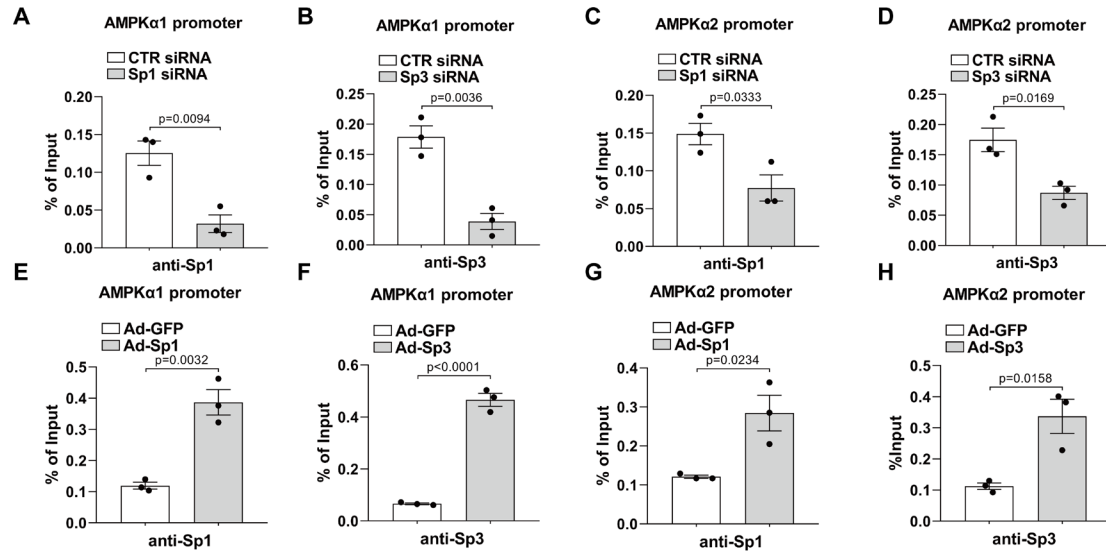

**Fig. S9. ChIP analysis in Sp1/Sp3 knockdown- or overexpression-HUVECs**

**A**, ChIP assay showing the binding of Sp1 to the AMPKα1 promoter in HUVECs transfected with CTR siRNA or Sp1 siRNA.  $n = 3$ . **B**, ChIP assay showing the binding of Sp3 to the AMPKα1 promoter in HUVECs transfected with CTR siRNA or Sp3 siRNA.  $n = 3$ . **C**, ChIP assay showing the binding of Sp1 to the AMPKα2 promoter in HUVECs transfected with CTR siRNA or Sp1 siRNA.  $n = 3$ . **D**, ChIP assay showing the binding of Sp3 to the AMPKα2 promoter in HUVECs transfected with CTR siRNA or Sp3 siRNA.  $n = 3$ . **E**, ChIP assay showing the binding of Sp1 to the AMPKα1 promoter in HUVECs infected with Ad-GFP or Ad-Sp1.  $n = 3$ . **F**, ChIP assay showing the binding of Sp3 to the AMPKα1 promoter in HUVECs infected with Ad-GFP or Ad-Sp3.  $n = 3$ . **G**, ChIP assay showing the binding of Sp1 to the AMPKα2 promoter in HUVECs infected with Ad-GFP or Ad-Sp1.  $n = 3$ . **H**, ChIP assay showing the binding of Sp3 to the AMPKα2 promoter in HUVECs infected with Ad-GFP or Ad-Sp3.  $n = 3$ . Data are presented as mean  $\pm$  SEM. Two-tailed Student unpaired t test for **A** to **H**.

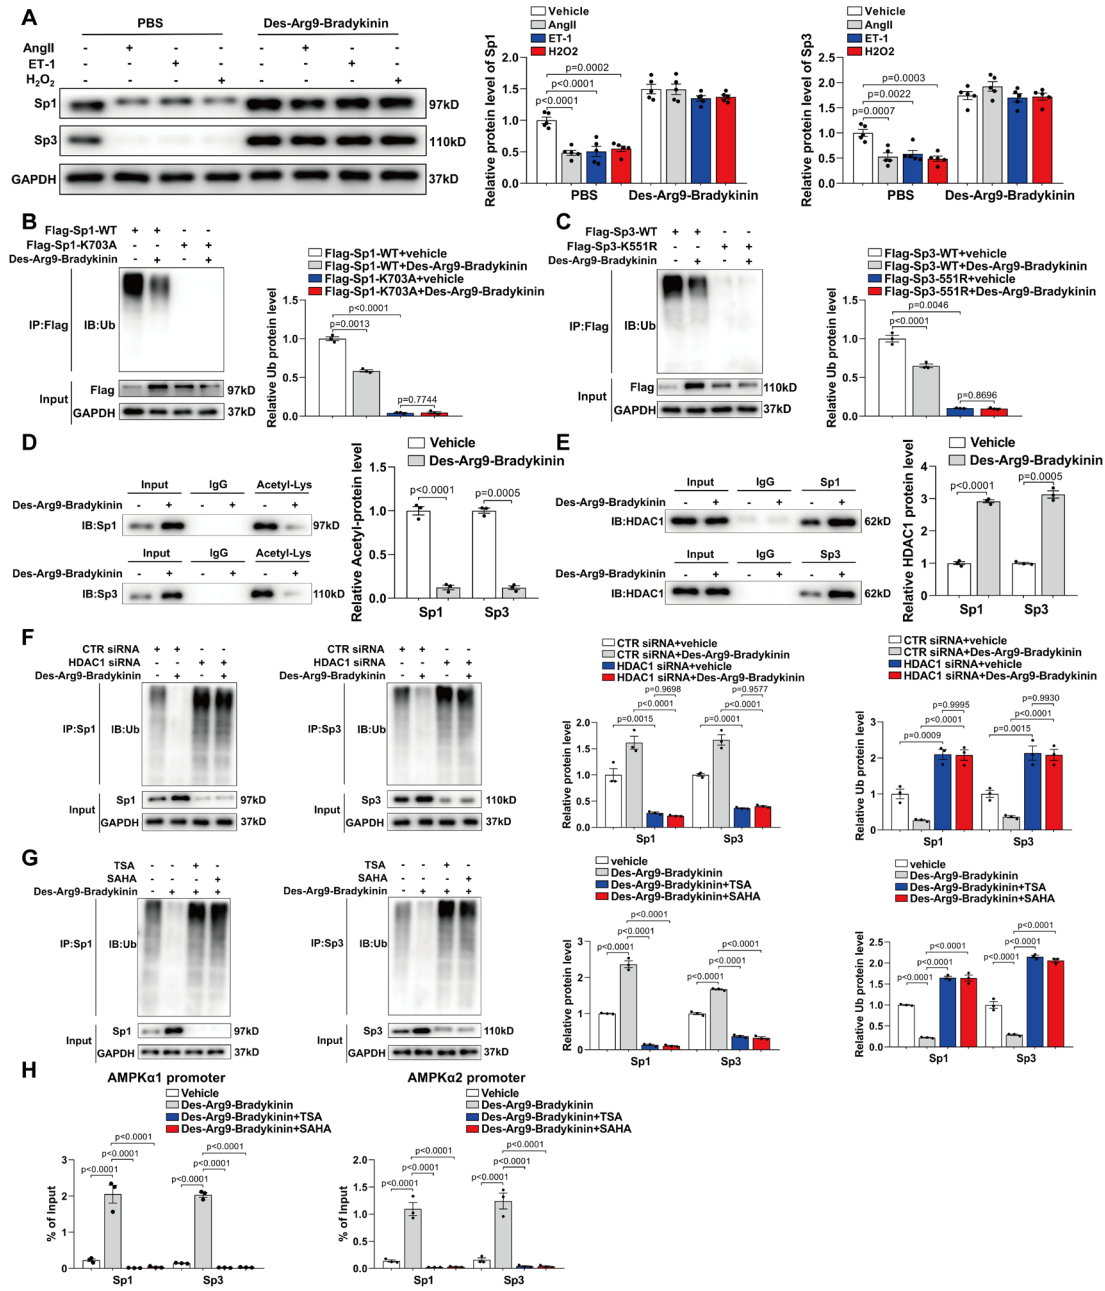

**Fig. S10. Des-Arg9-Bradykinin regulates Sp1/Sp3 via ubiquitination and HDAC1-mediated deacetylation.**

**A**, WB analysis of Sp1 and Sp3 protein levels in HUVECs with different treatments. Quantified analysis of Sp1 or Sp3 protein level (right).  $n = 5$ . **B**, CoIP assay of Sp1 ubiquitination in HUVECs transfected with Flag-Sp1-WT or Flag-Sp1-K703A with different treatments. Quantified analysis of ubiquitin protein level (right).  $n = 3$ . **C**, CoIP analysis of Sp3 ubiquitination in HUVECs transfected with Flag-Sp3-WT or Flag-Sp3-K551R with different treatments. Quantified of ubiquitin protein level (right).  $n = 3$ . **D**, CoIP assay of acetylation levels of Sp1 or Sp3 in HUVECs treated with Des-Arg9-Bradykinin. Quantified analysis of acetyl-protein level (right).  $n = 3$ . **E**, CoIP assay of HDAC1 in HUVECs treated with Des-Arg9-Bradykinin. Quantified analysis of HDAC1 protein level (right).  $n = 3$ . **F**, CoIP assay of Sp1 or Sp3 ubiquitination in HUVECs transfected with CTR or HDAC1 siRNA treated with Des-Arg9-Bradykinin. Quantified analysis of ubiquitin, Sp1 or Sp3 protein level (right).  $n = 3$ . **G**, CoIP assay of Sp1 or Sp3 ubiquitination in HUVECs with HDAC1 inhibitor TSA or SAHA. Quantified analysis of ubiquitin, Sp1 or Sp3 protein level (right).  $n = 3$ . **H**, ChIP assay showing the binding of Sp1 or Sp3 to the AMPK $\alpha$ 1 and AMPK $\alpha$ 2 promoter in HUVECs with different treatments.  $n = 3$ . Data are presented as mean  $\pm$  SEM. Two-tailed Student unpaired t test for **D** and **E**. One-way ANOVA followed by Bonferroni post hoc analysis for **H**. Two-way ANOVA followed by Bonferroni post hoc test for **A**, **B**, **C**, **F** and **G**.

**Table S1. Primer sequences used in this study.**

| Gene name                    | Primer sequences for ChIP and qPCR (5'-3') |
|------------------------------|--------------------------------------------|
| Human AMPK $\alpha$ 1        | Forward: AGAAGCAGAAACACGACGGG              |
|                              | Reverse: CTTCACTTTGCCGAAGGTGC              |
| Human AMPK $\alpha$ 2        | Forward: CGAAGATGGCTGAGAAGCAGA             |
|                              | Reverse: TCTCCAATCTTCACTTTGCCGA            |
| Human AMPK $\alpha$ 1 (ChIP) | Forward: CCGCCTAATCGTTCCAGGAA              |
|                              | Reverse: GGGGCTGCCAGGAGAATC                |
| Human AMPK $\alpha$ 2 (ChIP) | Forward: TGTCGCTGCTTCGGGTTC                |
|                              | Reverse: CAGGTGGGAAGCAACGGG                |
| Human Sp1                    | Forward: TGGCAGCAGTACCAATGGC               |
|                              | Reverse: CCAGGTAGTCCTGTCAGAACTT            |
| Human Sp3                    | Forward: GCGACAGGTGATTTGGCTTCT             |
|                              | Reverse: TACTGCCCACTTGAAGTAGCA             |
| Human $\beta$ -actin         | Forward: GGAAATCGTGCGTGACATTAA             |
|                              | Reverse: AGGAAGGAAGGCTGGAAGAG              |
| Mouse AMPK $\alpha$ 1        | Forward: GGGTGAAGATCGGCCACTAC              |
|                              | Reverse: CTCCGAATCTTCTGCCGGTT              |
| Mouse AMPK $\alpha$ 2        | Forward: GGCAAAGTGAAGACTACCAGG             |
|                              | Reverse: CTTCAACCCGCCCATGTTTG              |
| Mouse $\beta$ -actin         | Forward: CCACACCCGCCACCAGTTCG              |

|           |                                  |
|-----------|----------------------------------|
|           | Reverse: TACAGCCCCGGGGAGCATCGT   |
| Mouse Sp1 | Forward: AGGGTCCGAGTCAGTCAGG     |
|           | Reverse: CTCGCTGCCATTGGTACTGTT   |
| Mouse Sp3 | Forward: AATCAAACCTTACTCGCCTCTG  |
|           | Reverse: GCACATTAGCGACTACTTGAGTT |

**Table S2. siRNA sequences used in this study.**

| Gene name           | Primer sequences for siRNA (5'-3') |
|---------------------|------------------------------------|
| Human Sp1           | Sense: GUGCAAACCAACAGAUUAUTT       |
|                     | Antisense: AUAAUCUGUUGGUUUGCACTT   |
| Human Sp3           | Sense: GCAGUCAAAUUCAGAUCAUTT       |
|                     | Antisense: AUGAUCUGAAUUUGACUGCTT   |
| Human AMPK $\alpha$ | Sense: GAGGAUGCCUCAGGAAAUA         |
|                     | Antisense: AAAGCGUCUGGAAAAGUCG     |
| Human HDAC1         | Sense: GCUCCUCUGACAAACGAAUTT       |
|                     | Antisense: AUUCGUUUGUCAGAGGAGCTT   |
| Negative control    | Sense: UUCUCCGAACGUGUCACGUTT       |
|                     | Antisense: ACGUGACACGUUCGGAGAATT   |

## Reference

- 1 Monvoisin, A. *et al.* VE-cadherin-CreERT2 transgenic mouse: a model for inducible recombination in the endothelium. *Dev Dyn* **235**, 3413-3422, doi:10.1002/dvdy.20982 (2006).
- 2 Meinders, M. *et al.* Sp1/Sp3 transcription factors regulate hallmarks of megakaryocyte maturation and platelet formation and function. *Blood* **125**, 1957-1967, doi:10.1182/blood-2014-08-593343 (2015).
- 3 Lu, H. *et al.* Angiotensin-converting enzyme inhibitor promotes angiogenesis through Sp1/Sp3-mediated inhibition of notch signaling in male mice. *Nature communications* **14**, 731, doi:10.1038/s41467-023-36409-z (2023).
- 4 Jia, Z. *et al.* Combined treatment of pancreatic cancer with mithramycin A and tolfenamic acid promotes Sp1 degradation and synergistic antitumor activity. *Cancer research* **70**, 1111-1119, doi:10.1158/0008-5472.Can-09-3282 (2010).
- 5 Guo, J. *et al.* Endothelial SIRT6 Is Vital to Prevent Hypertension and Associated Cardiorenal Injury Through Targeting Nkx3.2-GATA5 Signaling. *Circ Res* **124**, 1448-1461, doi:10.1161/circresaha.118.314032 (2019).
- 6 Wang, J., Niu, N., Xu, S. & Jin, Z. G. A simple protocol for isolating mouse lung endothelial cells. *Scientific reports* **9**, 1458, doi:10.1038/s41598-018-37130-4 (2019).
- 7 Yang, H. *et al.* Decrease of intracellular chloride concentration promotes endothelial cell inflammation by activating nuclear factor- $\kappa$ B pathway. *Hypertension* **60**, 1287-1293, doi:10.1161/hypertensionaha.112.198648 (2012).

# Supplementary material for: Endothelial Sp1/Sp3 are essential to the effect of captopril on blood pressure in male mice
**Source:** Nat Commun. 2023 Sep 21;14:5891. doi: 10.1038/s41467-023-41567-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection The softwares to collect the data: Amersham Imager 680; LightCycler 480 II; Panoramic Scan; Leica H-700FA; Zeiss ZEN 2012

Data analysis The softwares to analyse the data: SPSS23.0; Graphpad Prism 8; Image J v18.0; Image Pro Plus 6.0; FlowJo V10

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Gene expression RNA-seq data has been deposited at the NCBI Gene Expression Omnibus (GEO). The accession number is GSE206586 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206586]. Data supporting the findings of this study are available within the article and its Supplementary Information files. All relevant data are available from the authors on reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | The sex was not considered in the analysis.                                                                                                                                                                                                                                                                                                                     |
| Population characteristics  | Human mesenteric arteries were obtained from 10 patients (4 male and 6 female) in the Department of Bariatric and Metabolic Surgery, General Surgery, Qilu Hospital, Shandong University. Five patients with hypertension with an average of 29 were included in this study. 5 patients without hypertension with an average of 27 were included in this study. |
| Recruitment                 | These patients were recruited while in hospital undergoing bariatric surgery. The sex and age was not considered in the analysis. There were no obvious study selection biases that would have influenced the results except for the sample size, thereby increasing variability.                                                                               |
| Ethics oversight            | Ethics Committee of Qilu Hospital of Shandong University                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We used standard sample sizes reported in the literature previously in mouse studies. The sample size of animal experiments according to similar studies in the field was chose and at least 5 mice per group was used. The number of the independent experiments for cell and biological experiments was indicated in each figure legend. |
| Data exclusions | Except where experiments failed because of technical issues, no data was excluded.                                                                                                                                                                                                                                                         |
| Replication     | All in vivo and in vitro experiments were highly reproducible and were independently repeated at least 3 times. All experiments were performed independently multiple times using biologically independent replicates. All attempts at replication were successful.                                                                        |
| Randomization   | Mice were randomly assigned to groups. Cells were grown under the same conditions and randomly allocated into different groups without any bias.                                                                                                                                                                                           |
| Blinding        | The investigators were blinded to group allocation during data collection and analysis. We collected and analyzed the compared samples under the same conditions.                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies used

1. GAPDH, RRID: AB\_10622025, Cell Signaling Technology, Catalog number: 5174, Clone ID: D16H11, Host organism: rabbit. Target antigen: human, mouse, rat, monkey. Applications: W, IHC-P, IF-IC.
2. eNOS, RRID: AB\_2728756, Cell Signaling Technology, Catalog number: 32027, Clone ID: D9A5L, Host organism: rabbit. Target antigen: human, mouse, rat, bovine. Applications: W, IP, IF-IC.
3. p-eNOS (Ser1177), RRID: AB\_823493, Cell Signaling Technology, Catalog number: 9570, Clone ID: C9C3, Host organism: rabbit. Target antigen: human, pig, bovine. Applications: W, IP, E-P.
4. AMPK $\alpha$ 1, RRID: AB\_722764, Abcam, Catalog number: ab32047. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: IHC-P, IP, WB.
5. AMPK $\alpha$ 2, RRID: AB\_304055, Abcam, Catalog number: ab3760. Host organism: rabbit. Target antigen: human, mouse. Applications: ICC/IF, IHC-P, IP, WB.
6. p-AMPK $\alpha$  (Thr172), RRID: AB\_2799368, Cell Signaling Technology, Catalog number: 50081, Clone ID: D4D6D, Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P.
7. caveolin-1, RRID: AB\_2275453, Cell Signaling Technology, Catalog number: 3267, Clone ID: D46G3, Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.
8. p16, RRID: AB\_2799960, Cell Signaling Technology, Catalog number: 80772, Clone ID: D7C1M, Host organism: rabbit. Target antigen: human. Applications: W, IP, F.
9. p21, RRID: AB\_823586, Cell Signaling Technology, Catalog number: 2947, Clone ID: 12D1, Host organism: rabbit. Target antigen: human. Applications: W, IP, IHC-P, IF-IC, F.
10. Ubiquitin, RRID: AB\_11181462, Cell Signaling Technology, Catalog number: 3936, Clone ID: P4D1. Host organism: mouse. Target antigen: All. Applications: W, IHC-P.
11. DYKDDDDK Tag, RRID: AB\_2572291, Cell Signaling Technology, Catalog number: 14793, Clone ID: D6W5B. Host organism: rabbit. Target antigen: All. Applications: W, IP, IHC-P, IF-IC, F, ChIP.
12. acetylated-lysine, RRID: AB\_331805, Cell Signaling Technology, Catalog number: 9441. Host organism: rabbit. Target antigen: all. Applications: W, IP, IHC-P, IF-IC, ChIP, E-P.
13. HDAC1, RRID: AB\_2756821, Cell Signaling Technology, Catalog number: 34589, Clone ID: D5C6U. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IF-IC, ChIP, ChIP-seq.
14. p62, RRID: AB\_2799160, Cell Signaling Technology, Catalog number: 39749, Clone ID: D1Q5S. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP.
15. Sp1, RRID: AB\_310773, Millipore, Catalog number: 07-645. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F, ChIP.
16. Sp3, Abcam, Catalog number: ab227856. Host organism: rabbit. Target antigen: human. Applications: WB, IP, IHC-P, ICC/IF.
17. CD31, RRID: AB\_726362, Abcam, Catalog number: ab28364. Host organism: rabbit. Target antigen: mouse, human, pig. Applications: IHC-Fr, IHC-P, ICC/IF, IHC-FoFr, WB.
18. p-ULK1 (Ser555), RRID: AB\_10707365, Cell Signaling Technology, Catalog number: 5869, Clone ID: D1H4. Host organism: rabbit. Target antigen: human, mouse. Applications: W, IP.
19. ULK1, RRID: AB\_11178668, Cell Signaling Technology, Catalog number: 8054, Clone ID: D8H5. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP.
20. LC3A/B, RRID: AB\_2728823, Cell Signaling Technology, Catalog number: 12741, Clone ID: D3U4C. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IHC-P, IF.
21. caspase 3, RRID: AB\_2798429, Cell Signaling Technology, Catalog number: 14220, Clone ID: D3R6Y. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP.
22. cleaved-caspase 3, RRID: AB\_2341188, Cell Signaling Technology, Catalog number: 9661. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.
23. bradykinin B1 receptor, Santa Cruz Biotechnology Inc., Catalog number: sc-293196. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W.
24. CD31, RRID: AB\_307284, Abcam, Catalog number: ab9498. Host organism: mouse. Target antigen: human. Applications: Flow Cyt, ICC/IF, IHC-Fr, IHC-P.
25. AMPK $\alpha$ 1/2, RRID: AB\_1118940, Santa Cruz Biotechnology Inc., Catalog number: sc-74461. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.
26. Sp1, RRID: AB\_628271, Santa Cruz Biotechnology Inc., Catalog number: sc-420. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.
27. Sp3, RRID: AB\_628274, Santa Cruz Biotechnology Inc., Catalog number: sc-28305. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.

## Validation

1. GAPDH, RRID: AB\_10622025, Cell Signaling Technology, Catalog number: 5174, Clone ID: D16H11, Host organism: rabbit. Target antigen: human, mouse, rat, monkey. Applications: W, IHC-P, IF-IC.
2. eNOS, RRID: AB\_2728756, Cell Signaling Technology, Catalog number: 32027, Clone ID: D9A5L, Host organism: rabbit. Target antigen: human, mouse, rat, bovine. Applications: W, IP, IF-IC.
3. p-eNOS (Ser1177), RRID: AB\_823493, Cell Signaling Technology, Catalog number: 9570, Clone ID: C9C3, Host organism: rabbit. Target antigen: human, pig, bovine. Applications: W, IP, E-P.
4. AMPK $\alpha$ 1, RRID: AB\_722764, Abcam, Catalog number: ab32047. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: IHC-P, IP, WB.
5. AMPK $\alpha$ 2, RRID: AB\_304055, Abcam, Catalog number: ab3760. Host organism: rabbit. Target antigen: human, mouse. Applications: ICC/IF, IHC-P, IP, WB.
6. p-AMPK $\alpha$  (Thr172), RRID: AB\_2799368, Cell Signaling Technology, Catalog number: 50081, Clone ID: D4D6D, Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P.
7. caveolin-1, RRID: AB\_2275453, Cell Signaling Technology, Catalog number: 3267, Clone ID: D46G3, Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.

8. p16, RRID: AB\_2799960, Cell Signaling Technology, Catalog number: 80772, Clone ID: D7C1M, Host organism: rabbit. Target antigen: human. Applications: W, IP, F.
9. p21, RRID: AB\_823586, Cell Signaling Technology, Catalog number: 2947, Clone ID: 12D1, Host organism: rabbit. Target antigen: human. Applications: W, IP, IHC-P, IF-IC, F.
10. Ubiquitin, RRID: AB\_11181462, Cell Signaling Technology, Catalog number: 3936, Clone ID: P4D1. Host organism: mouse. Target antigen: All. Applications: W, IHC-P.
11. DYKDDDDK Tag, RRID: AB\_2572291, Cell Signaling Technology, Catalog number: 14793, Clone ID: D6W5B. Host organism: rabbit. Target antigen: All. Applications: W, IP, IHC-P, IF-IC, F, ChIP.
12. acetylated-lysine, RRID: AB\_331805, Cell Signaling Technology, Catalog number: 9441. Host organism: rabbit. Target antigen: all. Applications: W, IP, IHC-P, IF-IC, ChIP, E-P.
13. HDAC1, RRID: AB\_2756821, Cell Signaling Technology, Catalog number: 34589, Clone ID: D5C6U. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IF-IC, ChIP, ChIP-seq.
14. p62, RRID: AB\_2799160, Cell Signaling Technology, Catalog number: 39749, Clone ID: D1Q5S. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP.
15. Sp1, RRID: AB\_310773, Millipore, Catalog number: 07-645. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F, ChIP.
16. Sp3, Abcam, Catalog number: ab227856. Host organism: rabbit. Target antigen: human. Applications: WB, IP, IHC-P, ICC/IF.
17. CD31, RRID: AB\_726362, Abcam, Catalog number: ab28364. Host organism: rabbit. Target antigen: mouse, human, pig. Applications: IHC-Fr, IHC-P, ICC/IF, IHC-FoFr, WB.
18. p-ULK1 (Ser555), RRID: AB\_10707365, Cell Signaling Technology, Catalog number: 5869, Clone ID: D1H4. Host organism: rabbit. Target antigen: human, mouse. Applications: W, IP.
19. ULK1, RRID: AB\_11178668, Cell Signaling Technology, Catalog number: 8054, Clone ID: D8H5. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP.
20. LC3A/B, RRID: AB\_2728823, Cell Signaling Technology, Catalog number: 12741, Clone ID: D3U4C. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IHC-P, IF.
21. caspase 3, RRID: AB\_2798429, Cell Signaling Technology, Catalog number: 14220, Clone ID: D3R6Y. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP.
22. cleaved-caspase 3, RRID: AB\_2341188, Cell Signaling Technology, Catalog number: 9661. Host organism: rabbit. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.
23. bradykinin B1 receptor, Santa Cruz Biotechnology Inc., Catalog number: sc-293196. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W.
24. CD31, RRID: AB\_307284, Abcam, Catalog number: ab9498. Host organism: mouse. Target antigen: human. Applications: Flow Cyt, ICC/IF, IHC-Fr, IHC-P.
25. AMPK $\alpha$ 1/2, RRID: AB\_1118940, Santa Cruz Biotechnology Inc., Catalog number: sc-74461. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.
26. Sp1, RRID: AB\_628271, Santa Cruz Biotechnology Inc., Catalog number: sc-420. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.
27. Sp3, RRID: AB\_628274, Santa Cruz Biotechnology Inc., Catalog number: sc-28305. Host organism: mouse. Target antigen: human, mouse, rat. Applications: W, IP, IHC-P, IF-IC, F.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The HEK 293T/17 cell line (CRL-11268) was purchased from ATCC. The BAECs (HTX2256) was purchased from OTWO. HUVEC cells were isolated from normal human umbilical veins, which were collected from Qilu Hospital of Shandong University. Mouse lung endothelial cells and mouse retinal endothelial cells were isolated from indicated mouse. |
| Authentication                                                    | The cell lines were not authenticated.                                                                                                                                                                                                                                                                                                        |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                                                                                                                                  |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines are used in the study.                                                                                                                                                                                                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The animals we used were all male mice of 6-8 weeks. The strains included VE-CAD-CreERT2+/Sp1(flox/flox)/Sp3(flox/flox), VE-CAD-CreERT2-/Sp1(flox/flox)/Sp3(flox/flox) and C57BL/6J. Mice were housed on a 12-h light/dark cycle and given ad libitum access to food and water. All animal protocols were approved by the Institutional Animal Care and Use Committee of Cheeloo College of Medicine, Shandong University. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | The animals we used were all male mice according to similar studies in the field, so the findings in vivo applied to only male mice.                                                                                                                                                                                                                                                                                       |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                |

Ethics oversight

Institutional Animal Care and Use Committee of Cheeloo College of Medicine, Shandong University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cell apoptosis after AngII (MCE, Shanghai, China) stimuli was determined by using the FITC Annexin V Apoptosis Detection Kit I (BD Biosciences, CA, USA). Cells were harvested and resuspended in 100  $\mu$ L of Annexin V binding buffer containing 5  $\mu$ L propidium iodide (PI) and 5  $\mu$ L Annexin V-FITC for 15 min at room temperature in the dark. An amount of 400  $\mu$ L Annexin V binding buffer was added to each tube.

Instrument

Flow cytometry was performed and analyzed by using BD FACSCalibur.

Software

All data were analyzed by FlowJo (version V10).

Cell population abundance

At least 20,000 events were acquired for cells in the defined gate.

Gating strategy

Cellular debris were excluded by setting exclusion gates based on FSC and SSC. An untreated sample was run to adjust the voltage and gain for the FITC and PI detectors so that all cells can be detected in the bottom left quadrant. A treated sample stained with FITC alone was run to adjust the voltage and gain for the FITC detector so that the dead cells appear in the bottom right quadrant. A treated sample stained with PI alone was run to adjust the voltage and gain for the PI detector so that the dead cells appear in the top left quadrant. A treated sample stained with FITC and PI was run to adjust the compensation so that the live cells appear in the bottom left, the apoptotic cells appear in the bottom right, and the necrotic cells appear in the top right quadrants.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

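The RNA-seq experiment compared MLECs of CTR mice with MLECs of dKO mice, with 6 libraries in each group. Columns of the deposited table were matched to the groups through the sample labels; the columns of the knockout group are named after tamoxifen, which both groups of mice received. Sp1 was lower in each of these libraries than in each CTR library. Sp3 was lower than in each CTR library in only 2 of the 6, so the match rests on the labels and Sp1.

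The authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them to mm39 with STAR, extracted the uniquely aligned reads with sambamba and aligned these again. They deposited FPKM values and defined differentially expressed genes with DESeq2 at an adjusted p under 0.05 and an absolute log2 fold change over 1.5. The paper's text does not name the counting program, the annotation or the strand setting. The table holds 28689 genes, none of them at 0 in all libraries. Of these, 27706 (96.6%) were matched by Ensembl identifier to the GENCODE annotation of GRCm39, which gave symbols, positions and sequences, and 983 were not matched.

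FPKM values are not counts, so the main test was made on log2(FPKM + 1), computed here from the FPKM as the authors deposited them. The number of fragments behind each value was recovered by searching for whole library totals and whole gene lengths between 20 and 150000 bases, and all values (100%) came out whole. The recovered fragments served for depth and for alternatives only. A library held between 15523054 and 17938286 fragments, and 1 fragment on a gene of 2 kb was worth between 0.0279 and 0.0322 FPKM. Across the 30 pairs of libraries within a group, the chi-square per degree of freedom between fragment numbers was at least 12.2, so no library repeats another.

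Genes with an FPKM of at least 1 in at least 6 of the 12 libraries were tested, 12467 in all. limma 3.58.1 in R 4.3.3 was used with lmFit and eBayes with a trend, without a block or other covariates, and p was adjusted by Benjamini-Hochberg. Exact two-sided permutation tests used all 924 splits of the libraries into 6 and 6. Lists of marker genes, written before the data were examined, were tested with fry from limma, and with camera at a preset correlation of 0.01 as an alternative. The lists were endothelial, lymphatic endothelial, fibroblast, smooth muscle, pericyte, macrophage, leukocyte, lung epithelial, mesothelial, erythroid, retina, proliferation, interferon, Notch, Sp and KLF family, male, female and AMPK subunits, and a list of amino-acid response genes was added later. GC boxes (GGGCGG or its complement) were counted from 200 bases upstream to 50 bases downstream of the annotated start of each gene. Near-identical copies of a gene were sought with BLAST 2.17.0, at 95% identity or more over at least 150 bases and at least 50% of the copy's transcript. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, numba 0.67.0 and Matplotlib 3.10.9.

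Genes named in the text are the 28 genes that the paper measures or names, and the 5 genes with the largest rise and the 5 with the largest fall among those past both thresholds whose dKO libraries all lie above, or all below, the CTR libraries. Any other gene named was chosen after its values were seen or belongs to a marker list.

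The steps were tested on simulated data made from the mean of each gene in the real CTR libraries, with a planted log2 fold change of 2.5. Genes varied independently of each other and with the same dispersion. Real libraries need not vary in this way, so the numbers of unchanged genes called may not carry over to them. All 195 changed genes that passed the filter had an adjusted p under 0.05, 175 of them also passed the fold threshold, and 0 of 12328 unchanged genes passed both; 26 of the 12328 had an adjusted p under 0.05. The totals of 12 of 12 simulated libraries and the fragments of 26059 of 26076 genes were recovered exactly. With fry, the changed list was found, and 7 of 20 unchanged lists also had p under 0.05, since planting changes shifted the unchanged genes by −0.04 on the log2 scale; with the libraries centred on their median change, 0 of 20 did. A small uniform shift can therefore pass fry, and list results are given with the median change and with camera. Camera was not run on the simulated data.

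Alternatives set at the same time as these lists were the pseudocounts 0.1 and 0.01, no filter, a filter on the mean FPKM, a filter of at least 5 FPKM in at least 6 libraries, rescaling to TPM, quantile normalization, upper-quartile scaling, robust eBayes, array weights, the exact permutation test for each gene, fold changes from group means or medians, the replicate number as a block, and leaving out each library in turn. For GC boxes they were a window from 500 bases upstream to 100 bases downstream, and the share of G and C in place of the number of boxes. Those chosen after seeing the data were median-of-ratios scaling, no filter together with a pseudocount of 0.1 or 0.01, limma-voom on the recovered fragments of the tested genes or of all genes (the latter also with median-of-ratios scaling), removal of each library's trends on gene length and GC content, and a threshold of 1 on the log2 fold change. All 12 columns of the table were used. Western blot, qPCR, ChIP and in vivo measurements were not analysed here.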

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

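The tests of explanations for Mmrn1 and for the macrophage markers below were chosen only after those results were seen, except the search for copies of Mmrn1, and so was the test of macrophage markers in single libraries.

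In 8 of 83 groups of 6 values, a library stood far from the other libraries of its group, against 4.2 expected by chance. Among CTR libraries, Nos3 was 2.52 FPKM in replicate 4 (1.24 to 1.68 in the others), Ms4a4a was 7.41 FPKM in replicate 5 (2.81 to 3.63), C1qa was 49.3 FPKM in replicate 5 (19.9 to 30.7) and P2rx3 was 8.74 FPKM in replicate 1 (11.9 to 13.4). Among dKO libraries, Sqstm1 was 429 FPKM (289 to 338) and Elavl1 was 7.08 FPKM (5.52 to 6.03) in replicate 1, and Ms4a4a was 128 FPKM (49.2 to 68.6) and P2rx3 was 1.96 FPKM (0.67 to 1.14) in replicate 3. The tested library measures, which were the total fragments, the FPKM sum, the genes above 0 and the share of FPKM in the most abundant genes, placed no library apart.

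A higher share of macrophages in a culture would raise other macrophage markers too. Of 7 macrophage markers other than the C1q genes, 6 were highest of the dKO libraries in dKO replicate 3, against 1.2 by chance, so more macrophages in this culture may account for its Ms4a4a value. In CTR replicate 5, 2 of the 7 were highest of the CTR libraries, and whether more macrophages explain its Ms4a4a and C1qa values cannot be told apart from chance, because 2 of 7 is close to what chance gives. For Nos3, P2rx3, Sqstm1 and Elavl1, no biological explanation was tested.

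Mmrn1, a gene the paper does not discuss, held 8783 fragments in the CTR libraries, 845 or more in each, and was listed at 0 in all 6 dKO libraries. Sequencing depth does not account for this, since at the rate of the CTR libraries 8811 fragments would have fallen on Mmrn1 in the dKO libraries. A loss of lymphatic endothelial cells would lower their other markers, but the median log2 fold change of the other lymphatic endothelial markers was 0.995. No near-identical copy was found that could hold its reads (0 other genes). Silencing of the gene after the loss of Sp1 and Sp3 stays open. Of 4040 other genes at least as abundant in each CTR library, Hmgn2 fell the most, to 10.2% of its CTR level. This does not decide whether Mmrn1 was silenced. The paper describes the CTR mice as floxed littermates and the sample labels give their genotype as WT; a genetic difference between the groups other than the knockout was not tested.

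Gdf3, chosen after its values were seen, was the other gene with at least 10 fragments in each library of a group and at most 3 in the other group summed. It held 401 fragments in dKO libraries and 3 in CTR libraries. Depth does not account for this, since the groups held 102806476 and 102475617 fragments in all. No biological explanation was tested.

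Markers of macrophages were higher in dKO MLECs. All 10 had an adjusted p under 0.05, with a median log2 fold change of 1.76 (fry from limma, adjusted p = 7.36e-06 over 15 lists; camera 4.25e-08), and the most abundant, Lyz2, was at 746 ± 160 FPKM (SD, n = 6) in CTR and 1868 ± 580 FPKM (SD, n = 6) in dKO. All 10 markers were present in CTR libraries as well, and the lists share no gene. Leukocyte markers, of which 7 of 10 were tested, were all higher, with a median log2 fold change of 1.05 (fry from limma, adjusted p = 9.55e-05; camera 2.11e-05). A lower share of endothelial cells would lower endothelial markers and raise those of each other type alike, but endothelial markers rose with a median of 0.823 and fibroblast markers had a median of −0.77. Scaling to the library total was not the cause either, as the median of the macrophage markers was 1.84 with median-of-ratios scaling. A larger share of macrophages alone would raise markers found in no other cell alike, but the log2 fold changes of the 10 markers ran from 1.12 (standard error 0.23) for Mrc1 to 3.66 (standard error 0.23) for C1qa, with 1.30 for Lyz2. How much of the CTR signal of each marker comes from other cells is not known, so more macrophages in the dKO cultures stay open. Regulation within the cells after loss of Sp1 and Sp3 was not tested and stays open.

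Mesothelial markers were higher in dKO MLECs, in 6 of 6 tested (5 at an adjusted p under 0.05), with a median log2 fold change of 1.27 (fry from limma, adjusted p = 5.09e-05; camera 0.000381). Msln was at 15.8 ± 3.78 FPKM (SD, n = 6) in CTR and 42.9 ± 19.5 FPKM (SD, n = 6) in dKO, and Upk1b at 6.67 ± 0.96 FPKM (SD, n = 6) and 44.7 ± 18.5 FPKM (SD, n = 6). The adjusted p was 2.99e-05 with median-of-ratios scaling, so scaling is not a likely cause. A larger share of such cells in the cultures was not tested against regulation within the cells.

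Interferon-response markers were higher in dKO MLECs, in 11 of 11 tested, with a median log2 fold change of 2.13 (fry from limma, adjusted p = 7.63e-05; camera 4.81e-08). Isg15 was at 10.1 ± 1.61 FPKM (SD, n = 6) in CTR and 80.6 ± 49.5 FPKM (SD, n = 6) in dKO, and each dKO library lay above each CTR library. With median-of-ratios scaling the adjusted p was 6.48e-05, which makes scaling an unlikely cause. Whether the knockout, the culture or the background of the mice raised these genes was not tested.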

How the results depend on the processing

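The number of genes past an adjusted p under 0.05 and an absolute log2 fold change over 1.5 was 247 (178 higher), and it depended on how low values were treated. Among alternatives set beforehand it was 486 (320 higher and 166 lower) with a pseudocount of 0.1, 525 with 0.01 and 387 (251 higher and 136 lower) after rescaling to TPM. Under the other alternatives set beforehand it lay from 173, with the filter of at least 5 FPKM in 6 libraries (7891 genes tested), to 257, with fold changes from group means. Leaving out a library gave 231 to 265 genes across 12 fits, lowest without CTR replicate 6 and highest without CTR replicate 4. Of the 247 genes, 247 also passed with a pseudocount of 0.1 and 246 after rescaling to TPM.

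Alternatives chosen after seeing the data gave 793 genes (484 higher and 309 lower) with no filter and a pseudocount of 0.1, 1636 (867 and 769) with no filter and 0.01, and 516 with limma-voom on the recovered fragments. On the fragments of all 28689 genes, limma-voom gave 1704 (915 and 789), and 1680 (1033 and 647) with median-of-ratios scaling. Median-of-ratios scaling alone gave 270 genes and removal of the trends on length and GC content 263. A smaller pseudocount enlarges by construction the fold change of genes with low FPKM.

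With the unadjusted p, the count of 247 became 498, 542 and 391 with the pseudocounts 0.1 and 0.01 and after rescaling to TPM, and 524 with limma-voom. With no filter it was 873 (504 higher and 369 lower) and 2252 (1104 and 1148) at the pseudocounts 0.1 and 0.01. With limma-voom on all genes it was 1907 (1012 and 895), and 1885 (1146 and 739) with median-of-ratios scaling. Leaving out a library gave 233 to 265.

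For a change of more than 1.5-fold, 2232 genes passed, and 1347 with at least 5 FPKM in 6 libraries, where fewer genes are tested. No filter with pseudocounts of 0.1 and 0.01 gave 4383 and 4613, and limma-voom on all genes 5011, or 4809 with median-of-ratios scaling. No filter with the pseudocount of 1 gave 2351, so the larger number of genes alone does not account for 4383 and 4613. The cause was not tested further. Leaving out a library gave 2113 to 2468. The share of higher genes was 49.8%, and 61.4% with median-of-ratios scaling.

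For an adjusted p under 0.05 alone, 6614 genes passed (38.5% higher), 4222 with the stricter filter, and 5858 to 6841 with a library left out. The higher share was 51.6% with median-of-ratios scaling; with limma-voom on all genes scaled in this way 3918 genes were higher and 3613 lower, and the share was 49.6% after removing the trends on length and GC content. The median log2 fold change of the tested genes was −0.10, and −0.02 with median-of-ratios scaling.

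The threshold of 1 gave 739 genes (64.5% higher), and 458 with the stricter filter, 1191 and 1244 with the pseudocounts 0.1 and 0.01, and 1098 (53.4% higher) after rescaling to TPM. No filter with these pseudocounts gave 2052 (1086 higher and 966 lower) and 2709 (1357 and 1352). Limma-voom gave 1251, and on all genes 3023 (1487 and 1536), or 2933 with median-of-ratios scaling. Leaving out a library gave 709 to 844.

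The log2 fold change of Sp1 stayed between −1.04 and −0.80 over 33 alternatives, each with an adjusted p under 0.05. Sp3 was past this threshold with limma after rescaling to TPM (−0.195, adjusted p = 0.0496), with array weights (−0.15, adjusted p = 0.039) and without CTR replicate 6 (−0.18, adjusted p = 0.0326), and in no other alternative; the highest adjusted p was 0.82, and the cause was not tested. Leaving out a library gave −0.18 to −0.11.

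Of the 28 genes that the paper measures or names, 16 had an adjusted p under 0.05, and 13 to 20 did under the alternatives other than leaving out a library (14 to 18 with a library left out). Of the 36 named genes other than Sp1 and Sp3, 10 changed a call or sign in at least 1 alternative. Across the alternatives set beforehand, apart from leaving out a library, 9 values lost their call, 7 gained a call and 1 changed sign. Prkaa1 turned to 0.023 after removal of the length and GC trends, and Cdkn2a to 0.014 with quantile normalization and 0.008 with median-of-ratios scaling; for both genes the adjusted p was over 0.05 throughout, and the cause was not tested. Cdkn2a ranged from −0.17 to 0.022 with a library left out. Nos3 lost its call in 10 of 12 fits with a library left out (adjusted p from 0.0541 to 0.081), Prkaa2 in 5 (without CTR replicates 1 or 2 or dKO replicates 1, 2 or 5; 0.0558 to 0.0707) and Actb in 1 (0.055 without CTR replicate 5). Map1lc3b gained a call in 3 of these fits (0.00691 without CTR replicate 4, 0.0484 without CTR replicate 5 and 0.0396 without dKO replicate 1) and Elavl1 in 2 (0.0207 without CTR replicate 4 and 0.0366 without dKO replicate 1).

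Marker lists past an adjusted p under 0.05 numbered 7, and 5 with camera, 8 with a pseudocount of 0.1 and 7 to 8 with a library left out. With camera the direction turned for the lymphatic endothelial list (adjusted p = 0.302) and for the Sp and KLF family (0.919), and with median-of-ratios scaling for the Sp and KLF family (0.51) and the AMPK subunits (0.588). These lists were not past the threshold, and the cause was not tested. Pericyte markers turned without dKO replicate 4 (0.342), with adjusted p from 0.0704 to 0.724 across fits with a library left out. Calls were gained by lymphatic endothelial markers without CTR replicate 6 (0.00392), fibroblast markers without CTR replicate 1 (0.0476), proliferation markers without CTR replicate 4 (0.0206) and AMPK subunits without dKO replicate 1 (0.0232). The correlation of GC boxes with the fold change stayed between 0.001 and 0.008.

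The replicate numbers run from 1 to 6 in both groups, and whether they pair the libraries is not settled. Between libraries of the same number, the correlation of deviations from the group means was over 0.1 in 3 of the 6 pairs. It ranged from −0.108 to 0.565 for the same number and from −0.566 to 0.537 for different numbers. With the replicate number as a block, 247 genes passed both thresholds, 2279 the 1.5-fold change and 6955 the adjusted p alone, and 9 marker lists passed.

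Depth limits low genes: 1 fragment on a gene of 2 kb was worth 0.0279 to 0.0322 FPKM, so the fold changes of genes without a filter rest on few fragments.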

Differences from the paper's values

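The paper reports 2683 genes with altered expression, 1591 upregulated and 1092 downregulated. With limma on log2(FPKM + 1), 247 genes passed an adjusted p under 0.05 and an absolute log2 fold change over 1.5, 178 higher and 69 lower, and the same numbers passed at an unadjusted p under 0.05. None of the alternatives set before the data were examined brought any of the 3 numbers within 1.5 times the paper's at these thresholds; the total lay between 173 and 525 for the adjusted p.

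The legend of Fig. S2A gives a 1.5-fold change as its threshold. At that threshold and an adjusted p under 0.05, the main setting gave 2232 genes (1112 higher and 1120 lower), each number within 1.5 times the paper's. The same held with a pseudocount of 0.1 (2939), with no filter (2351), with the filter on mean FPKM (2262), with quantile normalization (2185), with upper-quartile scaling (2191), with robust eBayes (2231), with array weights (2378), with the exact permutation test (2152), with fold changes from group means (2242) or medians (2280), with the replicate number as a block (2279) and with any library left out (2113 to 2468). With a pseudocount of 0.01 (3030) and after rescaling to TPM (2892), the total and the higher genes were within 1.5 times the paper's and the lower genes, 1652 and 1715, were not. With the filter of at least 5 FPKM in 6 libraries, none of these numbers was (1347 genes, 692 higher and 655 lower). Of the alternatives chosen after seeing the data, median-of-ratios scaling (2184) and removal of the length and GC trends (2118) were within 1.5 times the paper's for each number, and limma-voom on the recovered fragments (3033) for the total and the higher genes. The higher genes alone came within 1.5 times the paper's with no filter and pseudocounts of 0.1 (1955) and 0.01 (2069) and with limma-voom on all genes (2228). Limma-voom on all genes with median-of-ratios scaling brought none of the numbers within 1.5 times (4809 genes, 2649 higher and 2160 lower).

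At an absolute log2 fold change over 1.5, alternatives chosen after seeing the data came closer. With the unadjusted p, no filter and a pseudocount of 0.01 gave 2252 genes (1104 higher and 1148 lower), and limma-voom on the recovered fragments of all genes with median-of-ratios scaling 1885 (1146 higher and 739 lower), each number within 1.5 times the paper's. Limma-voom on all genes without this scaling gave 1907, within 1.5 times for the total and for the 895 lower genes. With the adjusted p, the lower genes alone were within 1.5 times the paper's, at 769 with no filter and a pseudocount of 0.01 and at 789 with limma-voom on all genes. At the threshold of 1, also chosen after seeing the data, each number was within 1.5 times the paper's with no filter and pseudocounts of 0.1 (2052) or 0.01 (2709), and with limma-voom on all genes (3023), also with median-of-ratios scaling (2933). At an adjusted p alone, the higher genes were within 1.5 times the paper's with the filter of at least 5 FPKM in 6 libraries (1708) and after rescaling to TPM (2239), and without CTR replicate 2 (2335), 3 (2304) or 5 (2342) or dKO replicate 2 (2381) or 6 (2372).

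More genes are up than down in the paper, as among the 247 genes here. At the 1.5-fold change the higher genes made up 49.8%, and at an adjusted p alone 38.5%. With median-of-ratios scaling, which centres the median gene and was chosen after seeing the data, these shares were 61.4% and 51.6%.

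The paper states that AMPKα2 falls when Sp1 and Sp3 are lost, from mRNA and protein in HUVECs and protein in dKO cells. It adds lower AMPKα2 mRNA in MLECs of mice given mithramycin A, and ChIP and reporter assays of the AMPKα2 promoter. The mRNA of Prkaa2, which encodes AMPKα2, was higher in dKO MLECs, with a log2 fold change of 0.34 (adjusted p = 0.0319 from limma). It was higher under each alternative that tested it (0.25 to 0.61, adjusted p from 0.00205 to 0.0781). Sp3 mRNA had a log2 fold change of only −0.14 in these libraries, which therefore do not settle how MLECs without both factors would respond.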

Other observations

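The tests of scaling as a source of the lower genes, of retina, of the surroundings of Sp1 and Sp3, of gene length and GC content, and the permutation and camera tests of the amino-acid list were chosen only after the results they concern were seen.

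Of 100 splits of the 12 libraries into 6 and 6, the real one included and drawn from 462, only the real split (1 of 100) gave as many genes past an adjusted p under 0.05 and an absolute log2 fold change over 1.5. The same was found for the count with the unadjusted p, for the 1.5-fold change, for the adjusted p alone, for the threshold of 1 and for the genes that the paper measures or names (1 of 100 each). For marker lists, 2 of 100 splits gave as many. A correlation of GC boxes with the fold change as large in size arose in 83 of 100 splits. After removal of each library's trends on gene length and GC content, 263 genes passed both thresholds in place of 247, so these trends are unlikely to have produced the count.

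The paper measured many of the 28 genes it names by other assays or in other cells. In the MLEC libraries, 16 of the 28 had an adjusted p under 0.05 from limma over all genes tested, 11 higher and 5 lower in dKO. Adjusted over the list alone, 17 were past 0.05, and 16 with the exact permutation test adjusted over the list alone. The largest change was that of Icam2, with a log2 fold change of 1.25. Cav1 rose from 72.3 ± 9.97 FPKM (SD, n = 6) to 122 ± 18.2 FPKM (SD, n = 6), with a log2 fold change of 0.75. Its adjusted p was 0.000164 from limma, and from 2.09e-05 to 0.00789 over the alternatives. Cav1 was higher in 6 of 6 dKO libraries than in any CTR library. The paper reports a rise of caveolin-1 protein in dKO MLECs. All 12 endothelial markers tested rose too, with a median log2 fold change of 0.823. Whether Cav1 rose within the cells or with a larger share of endothelial cells was not tested.

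The paper reports lower AMPKα1 and AMPKα2 mRNA after knockdown of Sp1 and Sp3 in HUVECs (Fig. 3C), and states that results in dKO MLECs were similar (Fig. S2B, a protein blot). It also reports lower mRNA of both in MLECs of mice given mithramycin A. In the MLEC libraries, Prkaa1, which encodes AMPKα1, had a log2 fold change of −0.11 (standard error 0.07, adjusted p = 0.177 from limma), and 4 of 6 dKO libraries lay below all CTR libraries. Prkaa2, which encodes AMPKα2, was higher in dKO, at 2.19 ± 0.604 FPKM (SD, n = 6) against 1.50 ± 0.262 FPKM (SD, n = 6), with a log2 fold change of 0.34 (adjusted p = 0.0319 from limma; from 0.00205 to 0.0781 over the alternatives), and 3 of 6 dKO libraries lay above all CTR libraries. The adjusted p of Prkaa2 was over 0.05 without CTR replicates 1 or 2 or dKO replicates 1, 2 or 5 (0.0558 to 0.0707). It was also over 0.05 with no filter (0.0708), after rescaling to TPM (0.0537) and with the replicate number as a block (0.0781). The exact permutation test gave 0.0506. No filter with pseudocounts of 0.1 and 0.01, chosen after seeing the data, gave 0.0596 and 0.0538. As a list, 6 AMPK subunits had a median log2 fold change of −0.13 (fry from limma, adjusted p = 0.254; camera 0.963), with 4 of 6 lower; with median-of-ratios scaling the direction of the list turned (adjusted p = 0.588).

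Nos3 (eNOS) had a log2 fold change of 0.34 (adjusted p = 0.0377 from limma; from 0.0012 to 0.0829 over the alternatives), with 2 of 6 dKO libraries above all CTR libraries; the paper reports no difference in eNOS protein between CTR and dKO aortic endothelial cells. Its adjusted p was from 0.0541 to 0.081 without any of the libraries other than CTR replicate 4 and dKO replicate 1. Bdkrb1 and Bdkrb2, which encode the bradykinin receptors, had log2 fold changes of 0.62 and 0.89 (adjusted p = 0.022 and 0.0172 from limma; from 0.0049 to 0.0498 and from 0.00124 to 0.0472 over the alternatives), with 5 and 3 of 6 dKO libraries above all CTR libraries. Cdkn1a (P21) rose by 0.98 on the log2 scale, and Hdac1, Hdac2, Hdac6 and Usp7 were lower in 6 of 6 dKO libraries than in any CTR library, with log2 fold changes of −0.26, −0.56, −0.31 and −0.17; over the alternatives the adjusted p from limma reached 0.0914 for Hdac1 and 0.27 for Usp7. Pecam1 and Icam2, which encode the proteins used to select MLECs, rose by 0.84 and 1.25. A larger share of endothelial cells in the dKO cultures was not tested as a source of the rises of Nos3, Pecam1 and Icam2.

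Gapdh, which the paper used as a housekeeping gene, and Actb, for which it lists primers, had log2 fold changes of 0.78 (adjusted p = 0.000557 from limma) and 0.49 (adjusted p = 0.0241 from limma). With median-of-ratios scaling the log2 fold change of Gapdh was 0.87, so scaling to the library total is not a likely source of its rise. In the search for copies, 72 other genes with values had a transcript near-identical to at least part of Gapdh, so the share of Gapdh fragments is uncertain. The sum over Gapdh and these genes rose too, from 27236 fragments in CTR libraries to 46665 in dKO libraries. Iffo1, matched over only 526 bases and so perhaps not a copy, held 1933 of these fragments in CTR and 1890 in dKO. Actb lost its call in 5 of 33 alternatives: with quantile normalization (log2 fold change 0.25, adjusted p = 0.221), with no filter (adjusted p of Actb 0.0705), without CTR replicate 5 (0.055) and, chosen after seeing the data, with no filter and pseudocounts of 0.1 (0.0666) and 0.01 (0.055).

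At an adjusted p alone, more genes were lower than higher in dKO (38.5% higher). The share of higher genes was 41.8% with upper-quartile scaling, 44.9% with quantile normalization and 32.7% after rescaling to TPM, so fewer than 50% were higher under each of these. With median-of-ratios scaling it was 51.6%, but that scaling centres the median gene and so brings the share near 50% by construction. Whether scaling to the library total made the excess is left open.

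Sp1 and Sp3 bind GC boxes, so genes with such motifs near their start might fall in dKO MLECs. Across 12376 genes, which are not independent replicates, the Spearman correlation of the number of GC boxes with the log2 fold change was 0.005 (p = 0.555). Lower genes past both thresholds had a GC box in 21.7% of cases, higher genes in 19.2% and the other genes in 45.9% (Fisher's exact test, p = 4.7e-05 and 2.35e-13 against the others). At the 1.5-fold change these shares were 43.5%, 35.4% and 46.7%. A dependence on GC boxes that lowers such genes in general is not seen. Sp3 mRNA had a log2 fold change of only −0.14, and only the annotated start of each gene was searched, so such a dependence is not excluded. After removal of the length and GC trends the correlation was 0.001, and since there was none to explain, GC content bias was not tested by this.

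Hmgn2 was lower in dKO MLECs. If reads had moved between Hmgn2 and its near-identical copies, their sum would have stayed, but it fell from 13666 to 3441 fragments. Reads moved to a copy are therefore an unlikely cause of the whole fall. Only uniquely aligned reads were kept, so reads discarded for aligning to several copies are not in this sum and were not tested.

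Alleles of another strain near the floxed genes could alter neighbours of Sp1 and Sp3. Within 10 Mb of either gene, 5 of 188 tested genes (2.66%) passed both thresholds, against 242 of 12279 elsewhere (1.97%; two-sided Fisher's exact test, p = 0.426). Such an effect cannot be told apart from none with 5 genes. The paper describes the CTR mice as floxed and without Cre, while the sample labels give their genotype as WT, so whether both groups carry the floxed alleles is not settled here.

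Cth, Trib3, Chac1 and Asns were lower in dKO MLECs, with log2 fold changes of −2.90, −2.44, −2.01 and −2.00; the last 3 were chosen after their values were seen. A list of 22 other genes of the amino-acid response was then written without looking at their values. All 22 were lower in dKO, 19 of them at an adjusted p under 0.05, with a median log2 fold change of −0.98. The mean of the list was lower in 6 of 6 dKO libraries than in any CTR library (two-sided exact permutation test, p = 0.00216, the smallest possible; fry from limma, p = 3.88e-07; camera, p = 8.94e-09), and also with median-of-ratios scaling, where the median was −0.89 (exact permutation, p = 0.00216; fry, p = 1.1e-06; camera, p = 2.85e-10). A lower amino-acid response in the dKO cultures may explain the falls. Whether it follows from the loss of Sp1 and Sp3 or from culture conditions was not tested.

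The labels describe the removal of retinas in the extract protocol. Of 9 retina markers in the table, 1 passed the filter, and the highest FPKM of any in any library was 5.84, so the libraries are unlikely to come from retina.

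Of the other lists, endothelial markers were higher in 12 of 12 (fry from limma, adjusted p = 0.000111; camera 3.39e-07), Notch genes were higher in 6 of 9 with a median of 0.24 (adjusted p = 0.0172; camera 0.0549) and male genes were lower in 4 of 4 with a median of −0.38 (adjusted p = 3.17e-05; camera 0.082). Xist, the female marker, was at most 0.0128 FPKM in any library. The lists not past an adjusted p of 0.05 with fry were lymphatic endothelial (median log2 fold change 0.58, adjusted p = 0.325; camera 0.302), fibroblast (−0.77, 0.0766; camera 0.379), smooth muscle (−0.24, 0.37; camera 0.41), pericyte (0.22, 0.503; camera 0.319), lung epithelial (0.33, 0.171; camera 0.155), proliferation (−0.61, 0.0956; camera 0.148) and Sp and KLF family genes (−0.05, 0.529; camera 0.919). Mmrn1, listed at 0 in dKO, belongs to the lymphatic endothelial list. No erythroid marker passed the filter, and the highest was 0.931 FPKM.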
